# Priming of transcriptional memory responses via the chromatin accessibility landscape in T cells

**DOI:** 10.1038/srep44825

**Published:** 2017-03-20

**Authors:** Wen Juan Tu, Kristine Hardy, Christopher R. Sutton, Robert McCuaig, Jasmine Li, Jenny Dunn, Abel Tan, Vedran Brezar, Melanie Morris, Gareth Denyer, Sau Kuen Lee, Stephen J. Turner, Nabila Seddiki, Corey Smith, Rajiv Khanna, Sudha Rao

## Abstract

Memory T cells exhibit transcriptional memory and “remember” their previous pathogenic encounter to increase transcription on re-infection. However, how this transcriptional priming response is regulated is unknown. Here we performed global FAIRE-seq profiling of chromatin accessibility in a human T cell transcriptional memory model. Primary activation induced persistent accessibility changes, and secondary activation induced secondary-specific opening of previously less accessible regions associated with enhanced expression of memory-responsive genes. Increased accessibility occurred largely in distal regulatory regions and was associated with increased histone acetylation and relative H3.3 deposition. The enhanced re-stimulation response was linked to the strength of initial PKC-induced signalling, and PKC-sensitive increases in accessibility upon initial stimulation showed higher accessibility on re-stimulation. While accessibility maintenance was associated with ETS-1, accessibility at re-stimulation-specific regions was linked to NFAT, especially in combination with ETS-1, EGR, GATA, NFκB, and NR4A. Furthermore, *NFATC1* was directly regulated by ETS-1 at an enhancer region. In contrast to the factors that increased accessibility, signalling from bHLH and ZEB family members enhanced decreased accessibility upon re-stimulation. Interplay between distal regulatory elements, accessibility, and the combined action of sequence-specific transcription factors allows transcriptional memory-responsive genes to “remember” their initial environmental encounter.

Naïve T cells exist at rest until exposed to activating signals from antigen presenting cells. This activates transcription to co-ordinate proliferation, differentiation, and the production of inflammatory molecules to clear infection. Naïve and memory T cell transcriptomes are similar apart from a distinct subset of genes involved in processes such as cell adhesion and survival^1^,^2^. In contrast to naïve T cells, memory T cells are primed for a rapid response to antigenic re-exposure^1^,^2^,^3^. This enhanced response is in part attributed to more efficient T cell receptor (TCR) signalling such as increased activity of ZAP-70^4^, the MAP kinases^5^,^6^, and protein kinase C (PKC)^7^. PKC family members -θ, η, α, δ are important in T lymphocyte signalling^8^,^9^. T cell activation with phorbol 12-myristate 13-acetate (PMA) can activate the “novel” PKCs (including PKC-θ) and, when administered with calcium ionophore, the conventional PKCs^10^. Together, PMA and calcium ionophore mimic T lymphocyte activation and induce genes such as *IL2* and *TNF*^11^,^12^. PKC-θ signalling activates a number of transcription factors including the NFκB family members as well as AP1 and NFAT^8^,^13^,^14^, which have a major role in regulating chromatin configuration upon T cell activation^15^,^16^.

Chromatin modifications are different at regulatory regions of memory-responsive genes poised for rapid expression^3^,^17^,^18^. DNA winding around histones affects accessibility to RNA polymerase II (Pol II) and other regulators to control transcription. Histone modifications^19^ and the incorporation of histone variants^20^,^21^ regulate histone-DNA interactions to control chromatin accessibility. Histone modifications such as H3K4me3 and H3K9ac identify “active” transcriptional start sites (TSSs) and gene promoters, while others such as H3K4me1 and H3K27ac identify distal regulatory elements (enhancers)^22^. Formaldehyde-assisted isolation of regulatory elements (FAIRE) is one technique that can measure chromatin accessibility. Combined with high-throughput sequencing (FAIRE-seq), it has been used to demonstrate that chromatin accessibility changes during cellular differentiation in adipocytes^23^, myeloid cells^24^, and breast epithelial cells^25^ largely occur at promoters and enhancers.

To understand the process of T cell response priming, we globally profiled chromatin accessibility by FAIRE-seq in a previously described^7^ human T cell (Jurkat) transcriptional memory (JTM) model of four distinct transcriptional states: 1) non-stimulated cells, 2) stimulated cells, 3) “transcriptionally experienced” or memory-like cells after stimulus withdrawal, and 4) re-stimulated memory-like cells. We found that the initial stimulation alters the chromatin accessibility landscape, especially at regions distant from TSSs. Many of these alterations persisted in the resting memory state, and secondary activation induced secondary-specific opening of previously restricted regions. We identified and characterised regions with enhanced chromatin accessibility that associated with increased expression of memory-responsive genes and identified a role for the combinatory action of transcription factors, unravelling a central role for NFAT and ETS in regulating these regions. Lastly, we perturbed the initial PKC signal and subsequent NFAT and NFκB activation to help dissect the pathways involved in regulating the changes in chromatin accessibility in transcriptional memory. Overall, transcriptional responses are primed via the chromatin accessibility landscape in memory T cells.

## Results

### Primary stimulation irreversibly alters the chromatin accessibility landscape

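Formaldehyde-assisted isolation of regulatory elements (FAIRE) enriches DNA that is free of nucleosomes. The values given here start from the authors' own peaks. For each of 4 libraries of Jurkat cells, a human T cell leukaemia line, a deposited list gives the position of every MACS2 peak on Hg19, a score, the fold enrichment over the total input, and the −log10 of its p and q values. The score is 10 times the −log10 of the q-value without its decimals. It is the authors' own, and it is used to rank, match and describe peaks and regions, a merged region taking its highest score in any list. Each list holds 1 library, so differences between lists cannot be set against a spread between replicates and no p-values are given. The sample labels and the paper differ on which cells the 4 lists describe. The labels assign the lists to NS and SW cells pre-treated with DMSO and to NS and SW cells pre-treated with 15 μM rottlerin, whereas the paper called its peaks on the 4 DMSO samples (NS, ST, SW and RS) and merged them. Merging every peak of the 4 lists gave 40731 regions, which is the number the paper states for its 4 DMSO samples. The lists were therefore read as those of NS, ST, SW and RS. The NS list rests on its label, which nothing in the paper contradicts. Which of the other 3 lists belongs to ST, to SW and to RS follows from neither the labels nor the paper, so these lists were counted together, as the number of them with a peak in a region, and no value is given at a statement on SW alone or on rottlerin. The paper gives the stimulus as 24 ng/mL PMA with 1 μM calcium ionophore for 2 h, where the labels give 4 h, followed by rest for 1 day in SW and RS. On the autosomes, X and Y, the NS list held 18977 peaks covering 6.69 Mb, and the other lists held 20132, 23835 and 30409 peaks covering 7.12, 8.51 and 11.5 Mb. The median score was 57 in the NS list and 54, 57 and 53 in the others, and the median fold enrichment was 4.05 against 4.03, 4.08 and 4.03. The highest q-value in any list lay between 0.0946 and 0.0983. Peaks above the paper's q-value cut-off of 0.05 numbered 207 in the NS list and 163, 217 and 427 in the others, and all of them were kept. Sequencing depth is unknown from a peak list, so a region without a peak is a region not called at that library's depth. Confidence intervals are 95% Wilson intervals, which cover counting error alone. Positions are on Hg19 (GRCh37), with genes from GENCODE release 44.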

We performed genome-wide FAIRE-seq analysis of open chromatin in the Jurkat transcription memory (JTM) model to determine the chromatin accessibility domains marking transcriptional memory-responsive genes. The JTM model^7^ consists of four cell states: NS (non-stimulated naïve T cells), ST (PMA and ionomycin (I) stimulated), SW (stimulus withdrawal, memory-like T cells), and RS cells (re-stimulation of the memory-like T cell state) (Fig. 1a). The cells were pre-treated with DMSO as a vehicle control for the experiments with the PKC inhibitor rottlerin. The stimulation of Jurkat cells globally altered chromatin accessibility (Spearman’s rank correlation 0.78 compared to NS; Fig. 1b), and this overall difference partly persisted in SW (ρ = 0.80). However, the greatest chromatin accessibility changes were detected in RS (ρ = 0.70). For comparison, rottlerin pre-treatment of NS cells, which was not expected to induce changes, had ρ = 0.93 compared to the DMSO pre-treated NS cells.

We next identified regions with increased or decreased chromatin accessibility in ST, SW, and RS cells compared to NS cells (see Methods, Fig. S1A–D) and their overlap (Fig. 1c,d). 

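Increased and decreased accessibility were approached here by the presence of a peak, since the read counts behind the paper's 1.75-fold rule were not used here. That rule gave far fewer increased regions than the regions without an NS peak found here. Most of the latter are therefore outside the paper's sets, and shares among them do not describe those sets. Of the 40703 merged regions on the autosomes, X and Y, 21783 (53.5%, 95% interval 53.0–54.0) had no NS peak and a peak in at least 1 of the ST, SW and RS lists. Among these 21783 regions, 12607 (57.9%) had a peak in 1 of the other lists, 6293 (28.9%) in 2 and 2883 (13.2%, 12.8–13.7) in all 3. Of the 12607, 7419 came from the longest list, against 3429 and 1759 from the others, so the total leans on that library. The other 18920 of the 40703 regions had an NS peak. Of these, 10841 (57.3%) had a peak in all 4 lists and 3187 (16.8%, 16.3–17.4) had a peak in the NS list alone. The regions without an NS peak had a median highest score of 40, rising from 31 for those in 1 other list to 75 for those in all 3. The median was 32 for the NS list alone and 119 for regions in all 4 lists. The NS list is the shortest of the 4. When each list was reduced to the same number of highest-scoring peaks, the share of regions without an NS peak was 41.5%, the largest change under any alternative tried.

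**Figure D1:**
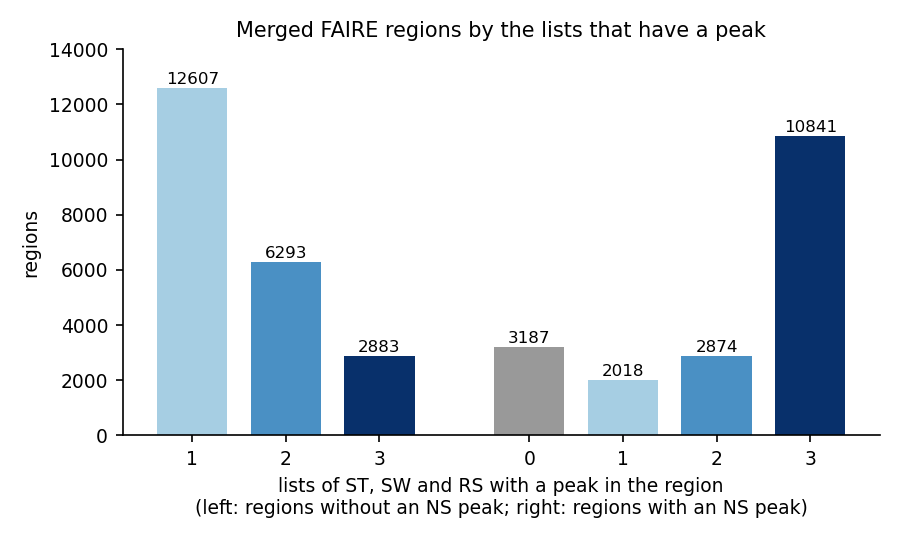
Number of merged FAIRE regions (y axis) by the number of ST, SW and RS lists with a peak in the region (x axis), for regions without an NS peak (left) and with an NS peak (right). Regions in all 3 other lists number 2883 without and 10841 with an NS peak.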

The 5337 regions with increased chromatin accessibility in ST, SW, and/or RS cells were classified into sets (sets a–g, Fig. 1c,e). Regions in sets b and e showing greater chromatin accessibility in ST and RS cells were further subdivided depending on whether accessibility was greater in ST (b1,e1) or RS (b2,e2). This included patterns with: chromatin accessibility greatest in primary (1°) activation (1° enriched; a, b1,e1); chromatin accessibility greatest in secondary (2°) activation (2° enriched; b2,c,e2); and high chromatin accessibility in SW (f,g). Of the 2516 regions with increased chromatin accessibility in ST (a,b,d,e), 671 retained CA in SW (d,e; Fig. 1c) and 579 regions (e) were common to the ST, SW, and RS samples. A further 1391 regions (f,g) had “delayed” greater chromatin accessibility in SW compared to NS controls, with 492 of these also having chromatin accessibility in RS cells (f, Fig. 1c). In RS, 1013 regions (b) with reversed chromatin accessibility in SW were re-induced, and accessibility increases at 1430 2° specific regions (c) were identified. Regions with decreased chromatin accessibility relative to NS were similarly grouped (h–n) (Fig. 1d). Decreases tended to be less reversible than increases in accessibility. Overall, RS had the greatest number of regions with increased or decreased chromatin accessibility and had more increased regions in common with ST than with SW cells.

Here, FAIRE-seq identified four patterns with enhanced chromatin accessibility in RS: (i) stimulation-dependent chromatin accessibility that is lost in SW but enhanced upon RS (b2); (ii) 2°-specific chromatin accessibility detected only in the RS state (c); (iii) persistent chromatin accessibility that remains in cells from ST and SW but is highest in RS (e2); and (iv) delayed chromatin accessibility that is detected in SW and RS T cells (f).

### Altered chromatin accessibility regions occur near immune pathway genes, with increased chromatin accessibility in RS occurring near memory-responsive genes

We identified the nearest genes to the regions and found that in comparison to regions that exhibited little change in chromatin accessibility, those with differential accessibility were primarily located in intron and intergenic regions (Fig. S1F). 

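The mid-points of the merged regions were placed in the paper's order of groups. Introns held 60.8% and intergenic sequence 16.7% of the 21783 regions without an NS peak, together 77.5% (76.9–78.0). For the 3187 regions found in the NS list alone the sum was 80.8% (79.4–82.1). Of the 10841 regions with a peak in all 4 lists, 49.9% (49.0–50.8) lay in introns or intergenic sequence. Promoters held 4.64% of the regions without an NS peak, 2.23% of those in the NS list alone and 21.4% of those in all 4 lists. The median distance to the nearest TSS was 6338 bp, 8025 bp and 210 bp in the same order. Regions present in fewer lists also had lower scores, so 10000 random lists matched on score decile were drawn from all merged regions, the group itself included. Their median was 75.1% for regions without an NS peak, with a highest value of 76.2%, and 77.8% with a highest value of 80.3% for the NS list alone. Both groups therefore exceeded every matched list. The match was on a region's highest score in any list, so weaker signal in the other lists is not excluded as a cause. With promoters placed first in the order, the share of regions without an NS peak fell to 71.0%.

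**Figure D2:**
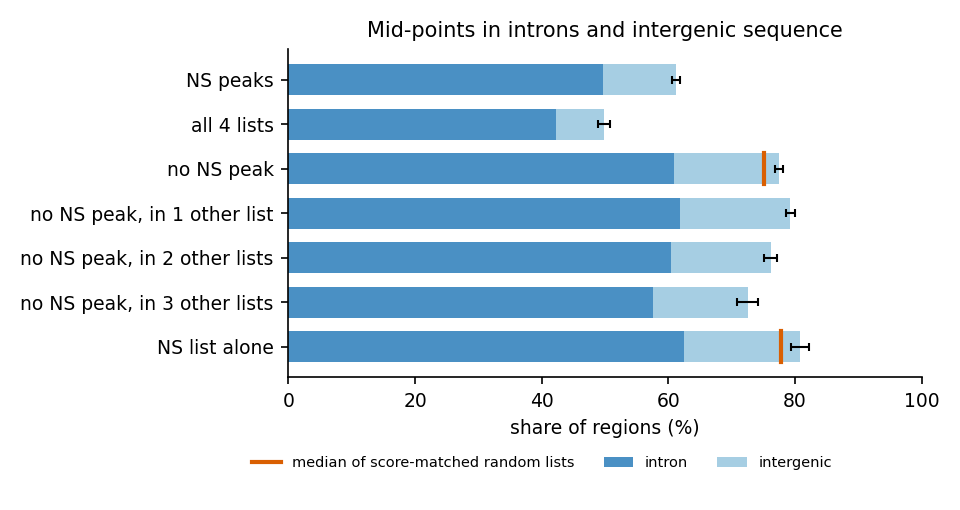
Share of regions (x axis, %) whose mid-point lies in an intron or in intergenic sequence, by group of regions, with 95% Wilson intervals for the sum and the median of score-matched random lists as a vertical line. The share is 49.9% for regions in all 4 lists, 77.5% for regions without an NS peak and 80.8% for the NS list alone.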

Genes near increased chromatin accessibility regions were significantly enriched for TCR and chemokine signalling pathways (Fig. 1f, Fig. S1G). Genes associated with regions that exhibited either increased or decreased accessibility were enriched for immune-related terms including lymphocyte activation, haematopoietic development, regulation of apoptosis, cell morphogenesis, and cell adhesion processes (Fig. 1f). Of note, a subset of immune-responsive genes including *CXCR5, PLCG2, DOCK2, CSF1*, and *BCL3* were associated with increased chromatin accessibility regions in SW cells, and while their transcription did not necessarily change in Jurkat cells, increased transcription was observed in *in vivo* models of T cell memory and/or differentiation (Fig. 1g). This supports a role for the primary TCR signal in changing the plasticity of the chromatin accessibility landscape so that cues such as cytokines can activate signalling pathways whose target transcription factors can then access these opened regulatory regions and activate transcription.

We next used JTM microarray data (GSE61172; same as FAIRE-seq except with 9 day SW) to determine the relationship between chromatin accessibility changes and transcription of memory-responsive genes. As regulatory regions can act on genes up to 750 kb away^25^, we examined the relationship between regions and expression by determining the percentage of memory-responsive genes (expression higher in RS than NS and ST) or “1° response” genes (higher expression in ST than NS and RS) which had TSSs within 50 kb of the region sets (Fig. 1h). Regions exhibiting increased chromatin accessibility in 1° (a,b1,e1) and 2° states (b2,c,e2) demonstrated a greater association with 1° response genes than expected (p < 0.05). There were significantly more memory-responsive genes within 50 kb of all 2° enriched sets, SW enriched sets (f and g), and set b1 than expected (p < 3 × 10^−6^). Genes exhibiting decreased transcription in RS cells (Fig. S1H) were generally associated with regions that exhibited a decrease in chromatin accessibility.

Memory-responsive genes with 2°-specific memory chromatin accessibility regions (c) included *IL8, ID2*, and *FASLG*. 

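The regions at these genes were found through the FAIRE primers of Table S2. Both primers of 12 of the 22 pairs matched GRCh37 exactly at 1 place, and 9 further pairs were placed by the 1 primer that matched, with the 200 bp it would be extended into. The *IL8* region, placed by 1 primer, lies on chromosome 4 from 74577704 to 74577989, 28.4 kb from the TSS, and had a peak in 1 of the ST, SW and RS lists. The *ID2* region on chromosome 2 from 8655625 to 8655902 lies 163 kb from the TSS and had a peak in 2 of these lists. The *FASLG* promoter region on chromosome 1 from 172627975 to 172628328 also had a peak in 2 of them. None of the regions at *IL8*, *ID2* and *FASLG* had an NS peak. The paper took these regions from its sets with increased accessibility in the same FAIRE-seq data, so this is not independent support.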

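At the primers for *MIR21*, *BIRC3*, *PRDM8*, *TNFSF10*, *DUSP10*, *MIR155* and *LTA*, a merged region was found in all 7 cases, *BIRC3* and *TNFSF10* being placed by 1 primer. These regions also come from the paper's sets on the same data, so finding them again, with a weak or absent NS peak, follows from that choice. The region near *MIR21* spans 57914923 to 57915357 on chromosome 17, the *BIRC3* region 102187857 to 102188328 on chromosome 11, the *PRDM8* region 81094612 to 81094832 on chromosome 4, and the *LTA* region 31536274 to 31536733 on chromosome 6. The *TNFSF10* region spans 172247743 to 172248811 on chromosome 3, the *DUSP10* region 221950170 to 221952220 on chromosome 1, and the *MIR155* region 26935615 to 26936003 on chromosome 21. Of the 7 regions, 6 had a peak in each of the ST, SW and RS lists, and the *MIR155* region had a peak in 2 of them. The *TNFSF10* region was the only 1 of the 7 with an NS peak, whose score of 16 lies under the NS list's median score.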

Memory-responsive genes with persistent (e2) or delayed memory (f) chromatin accessibility included *MIR21, BIRC3, PRDM8, TNFSF10, DUSP10, MIR155*, and *LTA* (Fig. S2A). The region near *LTA* can enhance *LTA* and *TNF* transcription in reporter plasmids^26^,^27^, and, in stimulated T cells, contacts the *TNF* promoter^27^; we refer to this region as *LTA/TNF*. Interestingly, many memory-responsive genes near these SW accessible regions had low transcription in SW cells (Fig. S2), suggesting that this chromatin accessibility may prime genes for an enhanced response upon RS rather than contribute to transcription in SW.

Contacts between distal regulatory regions and their promoter targets have been reported to strengthen upon stimulation^27^, while others have suggested that contact reflects a preconfigured state for transcriptional poising^28^,^29^,^30^. Chromosome conformation capture (3C) can be used to determine if distal elements are in close contact to the TSSs of particular genes^31^. Using primers targeting three of our memory accessible regions located 6–35 kb from the TSSs of the memory-responsive genes *DUSP10, BCL6*, and *TNFSF10* (Fig. S3), we compared distal TSS interactions of these memory-responsive genes in NS, ST, and SW (6 days) cells. 

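The 3C anchors of *BCL6* and *DUSP10* and their partner primers matched GRCh37 exactly at 1 place each. The partner primer lies 31.6 kb from the anchor at *BCL6* and 35.2 kb at *DUSP10*. The *BCL6* region spans 187495172 to 187495463 on chromosome 3, in intergenic sequence 31.8 kb from the TSS, and the *DUSP10* region lies in intergenic sequence 35.8 kb from the TSS. Both had a peak in each of the ST, SW and RS lists and no NS peak, and both were chosen by the paper for accessibility in the same data. At *TNFSF10* the anchor matched but its partner had no exact match, and the region at the FAIRE primer lies 7.01 kb upstream of the TSS.

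**Figure D3:**
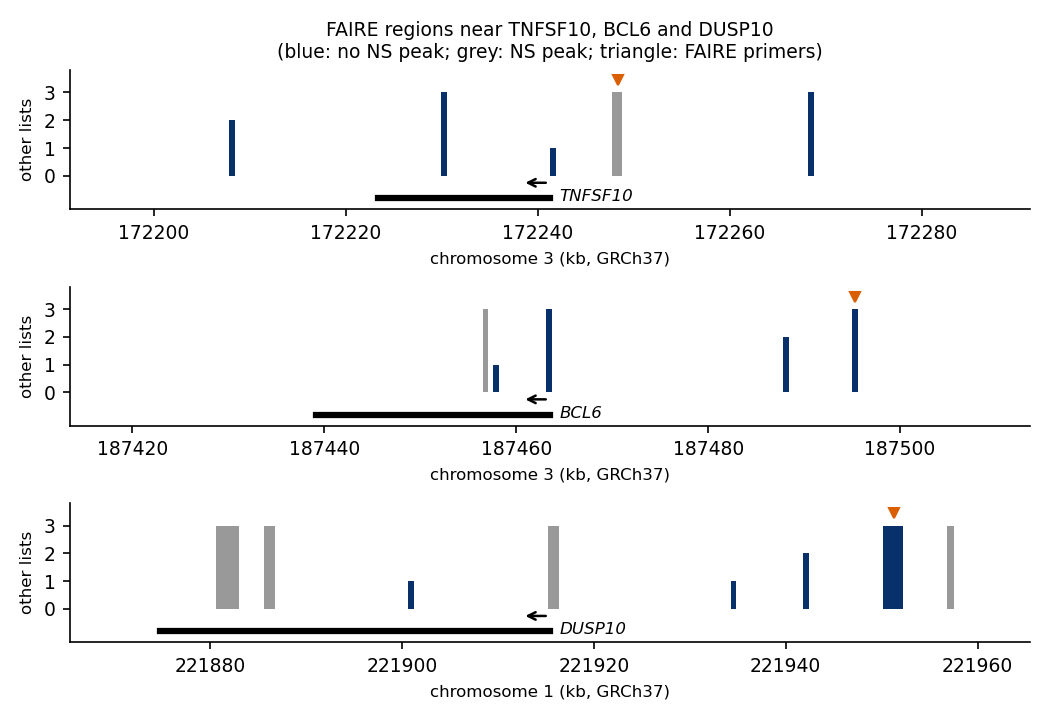
Merged FAIRE regions within 50 kb of the TSSs of *TNFSF10*, *BCL6* and *DUSP10* (x axis, position in kb on GRCh37), drawn as high as the number of ST, SW and RS lists with a peak (y axis); bars are at least 0.6 kb wide. The region at the FAIRE primers (triangle) has a peak in all 3 other lists at each gene, and of these 3 regions the one at *TNFSF10* also has an NS peak (grey).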

We also used control primers for a gene desert region^32^ to measure background interactions occurring by chance. Interactions were significantly greater in NS and ST cells for *TNFSF10* (p = 0.025 and 0.011) than the 8.7 kb control, and a similar interaction was also detected for *BCL6* (p = 0.021 and 0.002) and *DUSP10* (p = 0.001 and 0.043) compared to the 25 kb control (Fig. 1i). There was no amplification of the 34 kb control region in any treatment. Unexpectedly, interactions were not significant in SW cells, although still stronger on average than control regions. When normalised for control region interactions, changes across treatments were not significant and the differences in control region interactions across treatments indicate that they are incomparable. Thus, at least for the regions examined, the memory accessible enhancer regions interacted with promoters of memory-responsive genes, and these interactions were present in NS cells before increased gene expression upon activation.

### Changes in chromatin accessibility primarily occur in enhancer regions and occur in CD4^+^ memory lymphocytes in selected human individuals

As a large proportion of the changes in chromatin accessibility occurred away from a TSS, we examined if they were occurring in genomic regions containing histone marks associated with regulatory elements such as enhancers. We used Roadmap chromatin state annotations^22^ to profile the histone environment of our regions in different primary cell types including CD4^+^ naïve and memory cells. We initially grouped the chromatin states into permissive (H3K4me3), enhancer (H3K4me1/H3K27ac), transcription (H3K36me3), repressive (H3K27me3), heterochromatin (H3K9me3), and quiescent (low or no marks). While 33% of regions with unchanged chromatin accessibility were in permissive regions in CD4^+^ memory cells, less than 21% of any of the sets with increased chromatin accessibility were associated with such permissive regions (Fig. 2a). Instead, larger proportions of sets that exhibited an increase in chromatin accessibility overlapped with enhancer regions (35–50%, Fig. 2a). In contrast to the less cell-specific permissive regions, the majority of enhancer regions with increased chromatin accessibility were more cell specific and only had enhancer chromatin marks in T cells or CD34^+^ progenitor cells (Fig. S4A).

Using the H3K27ac, H3K4me3, and H3K4me1 marks in naïve, memory, and PMA/I-stimulated Th cells from the same donor^22^, we examined the FAIRE peak positions with respect to the modified histones using average ChIP-seq data profiles (Fig. 2b). The modified histones flanked accessible regions, particularly in activated cells. These profile shape changes suggested that chromatin accessibility increases could be associated with flanking nucleosomes becoming more fixed in their positions and the development of a “nucleosome-depleted region” (Fig. 2b). This could at least in part be due to increases in histone marks such as acetylation and/or H3K4 methylation.

Based on relative H3K27ac and H3K4me1 levels, Roadmap divides enhancer states into weak, active and poised. Most accessible regions annotated as enhancers were in a weak state in naïve cells (Fig. 2c). However, in the delayed (f) and persistent memory (e2) sets, 20–22% of the weak enhancers gained H3K27ac in memory cells to become active enhancers. Furthermore, 21–22% of quiescent regions in these sets gained enhancer marks. In contrast, a greater proportion of the weak enhancers in sets with corresponding decreases in chromatin accessibility (m and l2) lost H3K4me1 (18–21%) (Fig. S4B). With respect to the four different memory chromatin accessibility groups (b2,c,e2,f), 34–46% of regions which were weak enhancers in naïve cells became active enhancers in PMA/I-stimulated Th cells, and 17–26% of the quiescent regions had enhancer marks (Fig. 2c). Regions near memory-responsive genes were mainly located in permissive or enhancer environments (Fig. 2c).

To determine if primary memory T cells also showed increased chromatin accessibility at regions with delayed or persistent memory in the JTM, we performed FAIRE-PCR on naïve and memory CD4^+^ cells isolated from six healthy donors (Fig. 2d,e). Nine candidate regions near memory-responsive genes were chosen that had either delayed memory (*TNFSF10, MIR155, DUSP10*), persistent memory (*PRDM8, BCL12A1, LTA/TNF, BIRC3, MIR21*), or otherwise maintained chromatin accessibility in SW cells (*BCL6*). 

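In the Jurkat lists, 8 of the 9 candidate regions had a peak in each of the ST, SW and RS lists, and 1 of the 9 had an NS peak. The paper chose these candidates by their accessibility in the same FAIRE-seq data, so this is not independent support. The region at the *BCL2A1* primers, on chromosome 15 from 80263463 to 80263948, was among the 8, with no NS peak and its mid-point 168 bp from the TSS.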

Regions close to *DUSP10, BCL6, MIR155, BIRC3*, and *LTA/TNF* had significantly higher chromatin accessibility levels in memory CD4^+^ cells compared to naïve cells (Fig. 2e). Interestingly, not all donors had increased accessibility for all regions, and different donors did not have increased accessibility detected for different regions, most noticeably donor 4 and *MIR21*. It would be interesting to determine whether this variability reflects differences in memory subsets and if individual memory lymphocytes show variability within the same donor.

Together, the Roadmap analysis and primary cell experiments highlight the overlap between changes in primary cells and the JTM and that changes in chromatin accessibility occur in regions with enhancer or weak permissive chromatin marks.

### Stimulation-induced changes in chromatin accessibility are related to changes in H3 and H2AZ levels and acetylation and persist throughout cell division despite stimulus withdrawal

In agreement with other studies^33^,^34^, the chromatin state transitions suggest that histone modifications might mediate a subset of chromatin accessibility changes. Histone variants also influence chromatin accessibility^21^, and we have previously observed variant exchange at inducible gene promoters upon stimulation^35^. We used the promoter of *BIRC3* (e2) and the enhancer of *TNFSF10* (f) as illustrative examples to examine the deposition of H2A. Z and H3.3 variants and the enrichment of tail (H3K27) and globular (H3K56) acetylation (Fig. 3a). H2A. Z but not H3 levels significantly decreased on stimulation (Fig. 3a). In SW, despite significantly lower levels of H2AZ being detected at the *TNFSF10* enhancer region compared to NS, a greater proportion of the H2AZ was acetylated (Fig. 3a). Similar to H2AZ, H3 levels were significantly decreased at both of these regions in SW, but K27 and K56 were highly acetylated and this profile was accompanied by increases in H3.3 deposition (Fig. 3a). There was no increase in the H3K4me1 enhancer mark at the *TNFSF10* region, although there was evidence of relatively higher H3K4me3 in SW cells for the *BIRC3* promoter (Fig. S4C). In RS, H2AZ levels decreased further.

We have previously shown that SW Jurkat cells maintain the ability to induce enhanced *IL2* transcription after several cell divisions^7^. To establish whether increased chromatin accessibility persists through cell division, FAIRE-PCR was performed on SW and RS cells rested for 6 days after stimulation. Jurkat cells stimulated with PMA/I and then washed underwent cell division at least 6 times over the following 6 days (Fig. S2D). In addition to the 9 aforementioned candidate regions, we also examined: 3 with 2°-specific memory near memory-responsive genes (*IL8, FASL, ID2*); 3 (*CREB5, DUSP2*, and *BACH2*) with similar chromatin accessibility in ST and RS that were near inducible genes with similar transcription, and 1 (*TRIB3*) that had higher chromatin accessibility and transcription in ST cells. After 6 days of rest, the response to re-stimulation was significantly higher than that for 1° stimulation for regions from the different memory chromatin accessibility groups except for *PRDM8* and *IL8*, which showed non-significant increases (Fig. 3b). The delayed and persistent memory regions near *TNFSF10, MIR155, DUSP10, BCL2A1, LTA/TNF, BIRC3*, and *MIR21* all maintained significant increases in SW day 6 samples (p < 0.05), with *BCL6* and *PRDM8* showing consistent but non-significant increases (Fig. 3b). In contrast, the 4 control regions and 2 2°-specific regions (*IL8* and *FASLG*) had similar chromatin accessibility levels in the NS and day 6 SW samples (Fig. 3b). Increased chromatin accessibility is, therefore, at least partially maintained throughout at least 6 cell divisions, and the increased chromatin accessibility changes likely reflect decreases in nucleosome occupancy with exchange of H3.3 and relative increases in acetylation of the histones.

### NFAT binding sites are associated with chromatin accessibility in RS cells, and ETS and GATA sites are associated with maintenance of chromatin accessibility

To identify the transcription factors responsible for changes in chromatin accessibility, we examined the regions for over-represented transcription factor binding motifs (Fig. 4a,b, Fig. S5B). AP1, EGR, RUNX, ETS, NFκB, NFAT, nuclear receptors, TCF7L2 (HMG), and GATA DNA-binding motif families were significantly enriched in regions with increased chromatin accessibility, but their enrichment altered over the region sets (Fig. 4a,b). 

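HOMER, CLOVER and the JASPAR matrices were not used here. Instead, the central 300 bp of each merged region was searched on both strands for a consensus sequence of each family, and the share of regions with at least 1 site was compared with 10000 random lists of NS peaks matched on GC decile, after the NS background of the paper's CLOVER runs. In the 21783 regions without an NS peak, AP1 sites were found in 19.8% (95% interval 19.3–20.3) of regions against a median of 6.34% in the random lists. NFAT sites were found in 32.7% against 27.7%, GATA in 37.0% against 33.4%, NFκB in 7.12% against 4.93% and EGR in 3.98% against 2.53%. For these 5 families no random list reached the observed share. These are averages over lists. Among regions found in 1 of the other lists alone, GATA stood at 6.00, 5.16 and -9.21 points from the matched median. NFAT stood at 12.7, 1.99 and -4.26 points and EGR at 1.95, 1.53 and -0.554, each from the highest list down. AP1 (21.7, 10.7 and 2.92) and NFκB (2.83, 1.76 and 0.583) stood above it in every list. ETS sites were found in 20.0% against 19.7%, and 1353 of the 10000 random lists had at least that share. This is an average over lists that differ, since in regions found in 1 of the other lists alone ETS stood at 8.95 points over the matched median in 1 list and at -3.36 and -8.64 points in the other two. TCF7L2 sites stood at 16.7% against 17.1% and RUNX sites at 32.2% against 43.1%, so neither was above this background. Against genomic windows matched on GC decile, the kind of background the paper's HOMER runs use, all 8 families were above every random list, with medians of 4.69% for AP1, 6.90% for ETS, 20.2% for RUNX and 10.1% for TCF7L2. Regions in the NS list alone also lay over these medians for ETS (11.3%), RUNX (46.3%) and TCF7L2 (17.3%), but not for AP1 (2.67%). For ETS, RUNX and TCF7L2 this background thus does not set regions without an NS peak apart from other open regions. Of the alternatives tried, this background changed the number of families above every random list most. The paper states no GC matching for its CLOVER background. Against NS peaks not matched on GC, 4 of the 8 families had an interval above the background. These were AP1 (14.4 points), GATA (11.6), NFAT (7.98) and TCF7L2 (3.39). NFκB (-0.0463), EGR (-0.540), ETS (-0.0442) and RUNX (-2.75) were not above it. In the 2883 regions with a peak in all 3 other lists, AP1 sites were found in 29.8% of regions and ETS sites in 23.7%, against 6.17% and 20.1% in GC-matched NS peaks. In these regions GATA (31.3% against 30.2%) and NFAT (27.8% against 26.4%) were no longer above every random list, with 881 and 494 of the 10000 at or over the observed share.

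**Figure D4:**
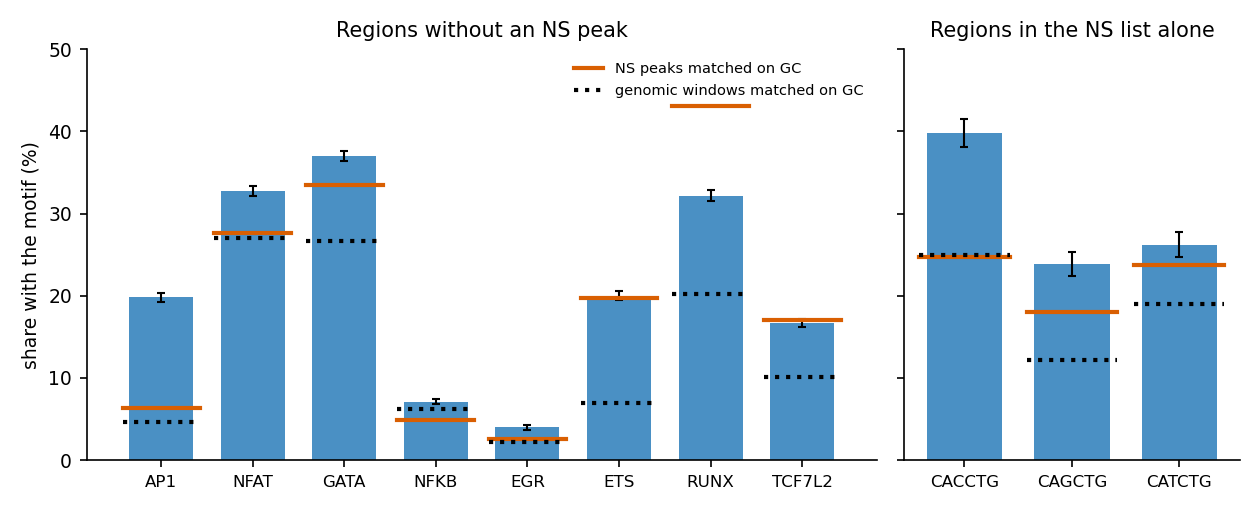
Share of regions (y axis, %) with at least 1 consensus site in the central 300 bp, for 8 families in the regions without an NS peak (left) and 3 bHLH sequences in the regions found in the NS list alone (right), with 95% Wilson intervals. Solid lines are medians of random lists of NS peaks and dotted lines of genomic windows, both matched on GC. AP1 is at 19.8% against 6.34% in matched NS peaks.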

AP1, EGR, NFκB, and NFAT were most enriched in sets with increases in ST and/or RS cells, with AP1 enriched more in the 1° sets (a,b1,d, and e1) with higher chromatin accessibility in ST cells and NFAT more in sets b2 and c with higher chromatin accessibility in RS cells (Fig. 4a,b). Examination of expression of the factors that bind these motifs indicated that many were inducible (Fig. S5A). Differential induction of several of the factors that bind the AP1 motif, including *ATF3* and *FOS*, in ST and RS cells may contribute to differences in the chromatin accessibility patterns of the various AP1-containing regions. Interestingly, the ETS motif was more enriched in sets c-g, particularly those that maintain chromatin accessibility in SW cells (Fig. 4). Similarly, the GATA motif was most enriched in sets e2, f, and g.

By comparison, bHLH family motifs were enriched in decreased chromatin accessibility regions (Fig. S5B,C). 

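Regions found in the NS list alone stand here for decreased accessibility. In the central 300 bp of these 3187 regions, the bHLH sequence CACCTG was found in 39.8% (38.1–41.5) of regions against a median of 24.7% in GC-matched random lists of NS peaks. CAGCTG was found in 23.9% (22.4–25.4) against 18.0%, and CATCTG in 26.2% (24.7–27.7) against 23.7%. At least the observed share was reached by 0 of the 10000 random lists for CACCTG, by 0 for CAGCTG and by 4 for CATCTG. In the regions without an NS peak these sequences were found in 18.0%, 15.4% and 22.6% of regions, each below its GC-matched median. The excess of CACCTG over matched NS peaks, 15.1 points, was smallest at 12.8 points, with the same number of peaks in every list.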

Unlike other families, there were differences between different members. While at least 3 of the factors that bound to this motif family - *TCF3, TCF12*, and *TFAP4 -* decreased expression with stimulation, the altered chromatin accessibility may also have been due to increased expression of the inhibitory ID family, which also bind the motif (Fig. S5A).

Many motif combinations increased the relative percentage of regions in a given set. Set c comprised 16% of all regions in sets a-n (Fig. 4c), a percentage that increased in regions containing both NFAT and GATA or EGR and GATA (Fig. S5) and even further in regions containing all 3 motifs (Fig. 4d). The proportion of set c regions also increased in those containing NFAT and ETS but not bHLH (CACC) (Fig. 4e). Strikingly, when we examined every combination of regions that contained one of the motifs of interest but lacked the NFAT motif, there was a marked decrease in the percentage of regions accessible more in RS (b2, c) (Fig. S6). The co-occurrence of NFAT and NFκB not only favoured increased chromatin accessibility in 2° regions (Fig. 4f,g), but also had the highest proportion of regions near a memory-responsive gene, and 11% of regions with NFAT, NFκB, and NR4A were near a memory-responsive gene.

For AP1-containing regions, co-occurrence with NFAT and/or NFκB increased the proportion of regions in b2 (Fig. 4f), while co-occurrence with ZEB and/or EGR increased set b1 and a proportions (Fig. 4h). Co-occurrence of ZEB appeared to influence bHLH-containing regions, resulting in more set l2 (Fig. 4i).

In summary, different transcription factor family combinations decorate regions accessible in ST, SW and RS. AP1 and bHLH have dominant roles in respectively regulating increased and decreased chromatin accessibility upon ST, while ETS and GATA are associated with chromatin accessibility in SW and NFAT is strongly linked to enhanced chromatin accessibility upon RS.

### The enhanced memory response of several genes is ETS-1 dependent

As motif analysis suggested a role for ETS family members in maintaining chromatin accessibility (Fig. 4) and *ETS1* was highly expressed (Fig. S5A), we examined the role of ETS-1 in chromatin accessibility and gene expression. ETS-1 protein was expressed in NS and ST human primary CD4^+^ naïve and memory cells (Fig. 5a), and ETS-1 ChIP-seq of CD4^+^ cells (GSE43119^36^) showed that ETS-1 binds to about half of SW >NS regions (Fig. 5b). ETS-1 protein was present in NS cells and remained stable in ST (Fig. 5c). However, ETS-1 binding at the *BIRC3* promoter and *TNFSF10* enhancer region was highest in SW (Fig. 5d).

To assess the contribution of ETS-1 to the memory response, *ETS1* was knocked down (Fig. 5e). The enhanced expression of *BIRC3, MIR21, TNFSF10, TNF,* and *PRDM8* in RS cells was consistently reduced in the presence of *ETS1* siRNA (Fig. 5f), with decreased expression of *TNFSF10* and *PRDM8* in SW cells. The effects of *ETS1* knockdown on chromatin accessibility were subtler, but consistent chromatin accessibility decreases were observed on RS at the *BIRC3, TNF* and *MIR21* promoter regions and the *DUSP10* enhancer (Fig. 5g). Thus, ETS-1 may bind at regions accessible in SW and play a role in enhancing the recruitment of stimulation-induced factors to these regions upon RS.

### Abrogation of initiating stimuli by rottlerin inhibits aspects of the enhanced 2° response

PMA activates several PKC isoforms including PKC-θ, which plays a central role in T cell activation^8^. Treatment with PMA/I induces transcription of genes such as *IL2* and *TNF* associated with T cell activation^11^,^12^. *IL2* and *TNF* have higher persistent expression in stimulated memory than naïve CD4^+^ cells^2^. We used FAIRE-PCR to examine the role of PMA- and I-driven signals in increasing chromatin accessibility at the *IL2* and *TNF* promoters in ST and RS cells (Fig. 6a, Fig. S7A).

*IL2* and *TNF* expression was higher in RS cells (Fig. 6a), and chromatin accessibility induced in RS was greater than in ST (Fig. 6a). PMA alone increased chromatin accessibility upon initial stimulation (Fig. 6a) and was sufficient to prime cells for enhanced expression in RS even in the absence of increased initial expression (Fig. 6a).

To further dissect the roles of different T cell signalling pathways in regulating chromatin accessibility, FAIRE-seq was performed on cells pre-treated with the PKC inhibitor rottlerin before 1° stimulation and washed away before 2° stimulation (Fig. S7B). Rottlerin inhibited both an increase and decrease in chromatin accessibility at selected genomic regions in ST, SW, and RS (Fig. S7C,D). In particular, rottlerin treatment influenced a greater proportion of chromatin accessibility increases in RS than ST, with the majority of rottlerin-sensitive regions being from two transcriptional memory sets: 2°-specific set c and stimulation-dependent set b2 (Fig. 6b). Furthermore, those regions with rottlerin-sensitive chromatin accessibility increases in ST had significantly higher chromatin accessibility in RS than ST compared to all ST >NS regions (p < 2 × 10^−16^, Fig. 6c), suggesting that the rottlerin sensitive pathways were the same as those enhanced upon RS.

We next used an enrichment approach to identify which transcription factor pathways were affected by rottlerin. When the RS >NS regions were ranked by their chromatin accessibility with and without rottlerin, the NFAT, NFκB, and TCF7L2 motifs were significantly enriched in the regions with higher chromatin accessibility in the absence of rottlerin (p ≤ 0.002, Fig. 6d, Table S1). Interestingly we found that chromatin accessibility at AP1-containing regions was less rottlerin sensitive (Fig. 6d).

Several memory-responsive genes were within 50 kb of a rottlerin-sensitive RS >NS region (Fig. S8). The enhanced 2° expression of three of these memory-responsive genes - *TNF, IL8*, and *ICOS* - was also rottlerin sensitive (Fig. 6e), and we confirmed the rottlerin sensitivity of the chromatin accessibility of the regions using qPCR (Fig. 6f). All three regions contained an NFAT motif (Fig. S8).

We have previously reported^7^ that nuclear NFκB family member RelA protein levels are higher in 2°-stimulated Jurkat cells, and this was confirmed by immunohistochemistry (Fig. 7a). Furthermore, nuclear NFATC1 levels were also significantly higher in RS cells (Fig. 7a). Nuclear NFATC1 did not increase in RS Hut-78 cells (Fig. 7b), which lack transcriptional memory (unpublished observation). We found that the PKC inhibitor C27^37^ abrogated the enhanced protein levels of NFAT in the nucleus on RS (Fig. 7c).

Taken together, perturbation of the 1° signal in our model using the inhibitor rottlerin revealed two interesting findings. Firstly, that there is overlap in the signalling affected by rotterlin, primarily NFAT and NFκB activation, and the signalling enhanced upon RS. Secondly, that the signalling occurring in the initial activation had consequences for the subsequent enhancement of chromatin accessibility and transcription increases upon 2° stimulation.

### The enhanced 2° response of NFAT is ETS dependent

Microarray data suggested that enhanced nuclear NFATC1 protein expression in RS cells was due to increased *NFATC1* gene expression (Fig. S4A). Chromatin accessibility at the *NFATC1* promoter was not maintained in SW cells, but several small chromatin accessibility peaks were present in SW FAIRE-seq upstream of the TSS, with at least one in an area with enhancer chromatin marks in primary CD4^+^ lymphocytes (Fig. S9A). We confirmed increased chromatin accessibility in SW cells of a region with enhancer chromatin marks by qPCR and found that rottlerin pre-treatment significantly abrogated chromatin accessibility (Fig. 8a). Given that ETS-1 was strongly associated with chromatin accessibility in SW cells, we investigated its role in maintaining chromatin accessibility at this enhancer region. As hypothesised, ETS-1 bound to this region (Fig. 8b), and *ETS1* knockdown abrogated the chromatin accessibility on serum withdrawal (Fig. 8c). Future experiments would allow confirmation its interaction with the *NFATC1* promoter. ETS1 knockdown also partially inhibited the enhanced *NFATC1* mRNA (Fig. 8d) and nuclear protein levels (Fig. 8e) on RS. Interestingly, ETS-1 knockdown decreased the level of NFATC1 protein in the cytoplasm and nucleus (Fig. S9B, Fig. 8e) for all treatments, while its effect on mRNA was limited to RS (Fig. 8d).

In addition to regulating *NFATC1* expression, the ETS binding motif co-existed with the NFATC1 motif in many increased chromatin accessibility regions in RS cells (Fig. 4e). Memory-responsive genes with rottlerin -sensitive RS regions and NFAT motifs play important roles in the immune response and include transcription factors, cytokines, receptors, and signalling molecules (Fig. 8f). Interestingly, many of these regions also contained an ETS motif, with many containing an overlapping NFAT-ETS motif (Fig. 8f). Thus, ETS together with PKC pathway-induced factors may promote NFAT activity in several different ways that together play a major role in the enhanced chromatin accessibility and transcriptional 2° response of pre-activated T cells.

## Discussion

Various immune cells maintain memory of previous activation and produce different transcriptional responses upon 2° activation than occur upon 1° activation^34^,^38^. There is growing evidence that this transcriptional memory is encoded in the epigenome^18^,^34^,^38^,^39^. Here we used a human T cell culture model with stimuli acting downstream of cell surface signalling to explore if the chromatin accessibility landscape “remembers” previous activation and to identify the transcription factors required to establish and enhance the chromatin accessibility changes associated with rapid gene expression upon re-stimulation. In doing so, we highlight the likely combinatory action of transcription factors in regulating inducible genes with memory.

We found that the transcription of many memory-responsive genes corresponded to regions with increased chromatin accessibility in RS, which were often located away from the transcriptional start site in cell type-specific enhancer regions. Studies using a *TNF* enhancer region have shown it to interact more strongly with the *TNF* promoter in PMA/I-stimulated T cells^27^. However, examination of three interactions in our model revealed that these enhancer regions were already in close proximity to transcriptional start sites in naïve T cells. Several other studies have found evidence for promoter-enhancer interactions in the absence of gene expression^30^,^40^,^41^, suggesting the existence of pre-established (“permissive”) and *de novo* (“instructive”) loops^42^. Most similar to our study, inducible genes such as *CCL2* already had enhancer-promoter loops in the absence of the TNF treatment that induces their expression. The three interactions we examined appear to be “permissive loops”, with increased accessibility at the enhancers in the SW state a secondary step and RS-dependent factors a tertiary step to enhanced expression. Although beyond the scope of the current study, It would be informative to examine additional enhancers and to utilise other methods such as ChiA-PET to investigate interactions in the JTM.

In examining all the different chromatin accessibility change profiles in our JTM model, we identified four groups with greater chromatin accessibility in RS than ST: (i) stimulation-dependent (set b2); (ii) persistent transcriptional memory (set e2); (iii) delayed and maintained response (set f); and (iv) 2°-specific (set c). We propose that all four groups contribute to memory-responsive gene induction and, in agreement with others^38^, that different regions act together to modulate transcription. For instance, *NFATC1, FASLG, TNFSF10*, and *DUSP10* had multiple nearby chromatin accessibility regions. It is increasingly apparent that not only do multiple regions regulate transcription of a target gene, but that chromatin accessibility at each of these regions is regulated by a combination of transcription factors that contribute differently at various activation stages.

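Within 50 kb of the TSS of *FASLG*, 16 merged regions were found, 8 of them without an NS peak and 2 of those 8 with a peak in each of the ST, SW and RS lists. *DUSP10* had 8 regions, of which 4 had no NS peak. *TNFSF10* had 5, of which 4 had no NS peak and 2 of these had a peak in all 3 other lists. *NFATC1* had 3 regions, none with an NS peak. They lie 26.9 kb upstream of the TSS, at the TSS (0.381 kb from it) and 10.1 kb downstream, with a peak in 1, 1 and 2 of the other lists respectively.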

The stimulation-dependent (set b2) group contained motifs for transcription factor families such as NFAT, NFκB, NR4A, and AP1. For this set, the most likely cause of increased chromatin accessibility in RS cells is increased activation of these transcription factors (Fig. 9). While chromatin accessibility at these regions increased in RS compared to ST cells, the increases were not maintained in SW cells when nuclear levels of these transcription factors decreased. It is possible that, as in macrophages, H3K4me1 is maintained at these regions^34^ and some of these regions change chromatin state in memory CD4^+^ lymphocytes.

The persistent (set e2) and delayed (set f) group were enriched for the ETS motif. ETS-1 is constitutively expressed in Jurkat cells, and our results suggest it may play a role in chromatin accessibility in NS in regulatory regions that lose chromatin accessibility upon stimulation (such as set h). Similar to the role of the ETS family member PU.1 in macrophages^34^, some regions appeared to require other transcription factors to modify the chromatin at regions before ETS-1 can bind. Our work and that of ref. 38 suggest that, in lymphocyte activation, members of the AP1, NFAT, EGR, and NFκB families execute this role. AP1 has previously been shown to tether ETS-1 to genes such as *TIMP1*^43^. However, once ETS-1 binds DNA, it appears to be able to maintain chromatin’s open state.

Consistent with its role in memory lymphocyte enhancer regions^36^ and in agreement with the murine lymphocyte study of ref. 38, ETS-1 binding was increased in pre-activated resting lymphocytes, suggesting a role for ETS-1 in maintaining chromatin accessibility (Fig. 9). A recent study^44^ on chromatin accessibility in Tregs showed that ETS bound sites were accessible before Foxp3 was present and that ETS might keep these sites open for Foxp3. At the *NFATC1* enhancer, *ETS1* knockdown partially inhibited chromatin accessibility at regions such as the *BIRC3* promoter, but, surprisingly, had more of an effect on increasing chromatin accessibility in RS than SW cells. This could be due to incomplete knockdown or redundancy with other ETS family members such as ELF-1 or ETV5, or it could suggest a more complex role for ETS in regulating increased chromatin accessibility in RS. ETS-1 and other ETS family members are known to recruit histone acetylases^45^,^46^, and the presence of ETS-1 may affect histone acetylation in SW cells and play a role in recruiting factors that control enhanced chromatin accessibility in RS or recruiting other transcription factors.

ETS motifs also marked the 2°-specific set (c). However, the NFAT motif appeared to be most critical for determining these regions, and several known NFAT targets including *CSF2, EGR2, NR4A2, IL8, FASLG*, and *TNF* are near these regions^15^,^47^,^48^,^49^. Alone, NFAT members only weakly bind DNA, and its regulation of transcription co-depends on AP1, GATA, and EGR members^48^,^50^, a phenomenon highlighted by our examination of motif co-occurrence in set c with NFκB, NR4A, GATA, and EGR motifs also being enriched. Different transcription factor combinations may also continue to affect the immunological outcome, such that NFAT-AP1 co-binding induces immune response genes, while NFAT binding without AP1 induces anergy-associated genes^47^.

The activities of several members of the NFAT family (except for NFAT5) are regulated by calcium signalling^48^. *NFAT5* and *NFATC1* show inducible expression^51^, with *NFATC1* induced more in CD4^+^ memory cells than naïve cells^7^,^38^,^52^. *NFATC1* and *NFAT5* were both induced in Jurkats, with *NFATC1* induced more in RS. *NFATC1* induction is under the control of two alternative promoters and at least one intronic enhancer^53^. While auto-regulation plays a large role in the induction of *NFATC1*, NFκB has also been shown to bind to and regulate one of the promoters (P1)^51^,^53^. Increased NFAT activation upon RS may be partly due to higher NFκB activity acting through P1. There was more nuclear RelA protein accumulation and higher expression of *REL* and *NFKB1* in RS in the JTM, consistent with greater NFκB activity on activation in primary memory than naïve cells^54^. However, it is likely that there is more than one cause of enhanced NFATC1 induction in memory T cells. We also identified a region upstream o*f NFATC1* that became accessible in SW cells and has enhancer chromatin marks in CD4 lymphocytes; we propose that this could act as an *NFATC1* enhancer, although further experiments would allow confirmation of its interaction with the *NFATC1* promoter. This region was bound by ETS-1 in SW cells and may be responsible for the ETS-1-dependent *NFATC1* induction. While the decreased nuclear levels of NFATC1 in RS cells on ETS1 knockdown could be attributable to decreased transcript, the inhibitory effect in ST cells appeared to be independent of mRNA levels. This may implicate ETS-1 and/or its targets in the control of NFAT protein stability.

In addition to regulating *NFATC1* mRNA, ETS-1 and NFAT physically interact in T cell nuclei, and NFAT recruitment to the *IL2* promoter decreases in the absence of ETS^55^. There is partial ETS and NFAT binding motif overlap (Fig. 8f), resulting in many NFAT targets containing composite sites. Hence, increased ETS-1 in SW may help to recruit NFAT more quickly to the enhancers of memory-responsive genes.

NFAT is implicated in regulating chromatin accessibility via recruitment of remodellers BRG and BRM^56^ and histone modifiers such as p300^57^. Acetylases such as p300 are thought to maintain transcriptional memory^39^. We found that increased chromatin accessibility was associated with the development/widening of an NFR, increased relative H3.3 levels, and, in some cases, relative histone acetylation. Interestingly, these changes were inherited through cell divisions. This is unlikely to be due to DNA methylation due to the low CG content of the regions (results not shown) but is thought to be linked to BRD4 binding^38^.

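In the central 300 bp of the 21783 regions without an NS peak, the median GC content was 44.3% and the median number of CpG dinucleotides was 3, with a median ratio of observed to expected CpG of 0.222. At most 3 CpG were found in 55.9% (55.2–56.5) of these regions, and 10.6% (10.2–11.0) met a CpG-island-like rule of over 50% GC and an observed to expected ratio over 0.6. Regions with a peak in all 4 lists had a median GC content of 57%, a median of 15 CpG, and 50.2% (49.3–51.2) of them met the rule. Of the 2883 regions in all 3 other lists without an NS peak, 15.9% (14.6–17.2) did. The largest change under the alternatives came from keeping the higher-scoring 50% of each list, with 18.8% of the regions without an NS peak meeting the rule. From the low CG content the paper reasons that the inheritance of these changes through cell divisions is unlikely to be due to DNA methylation.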

Our motif co-occurrence analysis showed that an important determinant of enhanced chromatin accessibility upon re-stimulation was the absence of a bHLH or ZEB motif. The repressors *ZEB2* and *ID2* are memory-responsive genes in the JTM model and *ZEB2* is an NFAT target^47^. There was further decreased chromatin accessibility of regions with the ZEB binding motif in RS or increased chromatin accessibility only in ST (Fig. 9). Thus, NFAT may also indirectly regulate the further decrease in chromatin accessibility in RS.

In addition to being dependent on ETS-1, *NFATC1* enhancer chromatin accessibility was dependent on PKC signalling in ST. Partial abrogation of the initial PKC signal by rottlerin not only affected chromatin accessibility in ST but continued to affect chromatin accessibility in SW and RS. The regions most sensitive to rottlerin in RS were marked by NFAT and NFκB motifs, while fewer of those with AP1 motifs were affected. We found that NFAT nuclear accumulation was dependent on PKC-θ signalling using the C27 inhibitor. NFκB inhibition by rottlerin was expected, as NFκB is a known PKC signalling target^13^. We previously^7^ found that stimulation-dependent *NFATC1* expression in CD4^+^ naïve and memory T cells is PKC-θ dependent by siRNA knockdown. Furthermore, the PKC-θ inhibitor AEB071 inhibits NFκB and NFAT but not AP1 activity^58^. The results with rottlerin suggest that naïve cells exposed to different initial stimuli may be primed differently for gene expression upon re-stimulation. Differential TCR signalling strength and quality affect not only the development of the memory phenotype, but also T_CM_/T_EM_ balance^14^,^59^. It would be informative to study the epigenomes of lymphocytes with differing activation signals to determine if they are poised differently. Indeed, it was interesting that we observed differences in the relative accessibility in memory and naïve lymphocytes between individuals. The extent of these differences and how they relate to the individual’s ability to induce the corresponding genes remains to be determined. Differences in the CD4+ lymphocyte epigenomes of individuals have been found to relate to factors such as disease status and age^60^,^61^,^62^ and factors such as T_CM_/T_EM_ balance may also play a role.

In conclusion, we show that T cell activation irreversibly changes the chromatin landscape and affects subsequent gene expression profiles if the cells are re-stimulated. NFATC1 and ETS play important roles in enhanced 2° responses, and the strength of initial PKC signalling affects chromatin accessibility changes via NFAT and NFKB motifs.

## Methods

### Jurkat T cell culture

Human Jurkat T cells (Clone E6-1, ATCC TIB-152) were pre-treated with either DMSO, 15 μM rottlerin (Calbiochem, Merck Millipore, Billerica, MA), or 1 μM C27 (SYNthesis med chem, Parkville, Victoria) for 1 h (rottlerin) or 2 h (C27) followed by stimulation with 24 ng/mL phorbol 12-myristate 13-acetate (PMA; Sigma-Aldrich, St. Louis, MI) and/or 1 μM calcium ionophore (I; Sigma-Aldrich) for 2h at a density of 5 × 10^5^ /mL. Primary activated Jurkat T cells were washed three times with stimulus-free medium and re-cultured for up to six days prior to PMA/I re-stimulation as previously described^7^. Jurkat and HUT-78 cells were cultured in RPMI 1640 supplemented with 10% FBS and 4 mM L-glutamine.

### Human T cell isolation

Human blood was obtained from healthy volunteers recruited after obtaining informed written consent in accordance with QIMR Berghofer Medical Research Institute Human Research Ethics Guidelines and approved by the QIMR ethics committee, ethics approval number P158. Peripheral blood mononuclear cells (PBMCs) were isolated from heparinised blood by Ficoll-Paque PLUS (GE Healthcare, Little Chalfont, UK) density centrifugation and labelled with CD8α-PerCP, CD4-PE Cy7, CD3-APC, CCR7-Alexa Fluor700, and CD45RA-FITC (BD Biosciences, San Jose, CA) antibodies and subsequently sorted for CD4^+^ naïve (CD45RA^+^ CCR7^+^ CD27^+^) and memory (CD45RA^−^) cells using the FACS Aria (BD Biosciences) cell sorter.

### Flow cytometry

For carboxyfluorescein succinimidyl ester (CFSE) analysis, previously stimulated (2 h) Jurkat cells were incubated with CFSE (10 μM) in PBS (with FCS 5%) for 10 min before being washed and re-cultured in RPMI. Fluorescence was measured using the LSRII flow cytometer (BD Biosciences) and analysed with FlowJo. The background fluorescence of unstained cells was subtracted from each intensity measurement, and the values were compared to day 0 cells. One cell division was presumed to be equal to a 2-fold intensity decrease.

For Ets-1 intracellular staining, PBMCs from healthy volunteers were stained with CD3 AF700, CD4 BV605, and CD45RO Texas Red monoclonal antibodies (BD Biosciences) then permeabilised and fixed using the FoxP3 permeabilisation solution kit (BioLegend, San Diego, CA). The fixed cells were then stained with the Ets-1 antibody directly conjugated to Alexa 647: IgG1 monoclonal antibody, 8A8 clone, (1/100, Thermo Fisher Scientific, Waltham, MA) or isotype control IgG1 (Thermo Fisher Scientific).

### Ets-1 siRNA transfection

Jurkat T cells were transfected with Ets-1 siRNAs (Santa Cruz Biotechnology, Dallas, TX) using the Neon^TM^ Transfection System Kit (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. Control siRNA-A (Santa Cruz Biotechnology) was used as negative control. Briefly, Jurkat T cells were re-suspended in Neon Re-suspension Buffer R at a concentration of 2 × 10^7^ /mL, and each construct was transfected at a final concentration of 200 nM per 1 × 10^6^ Jurkat T cells in a 100 μl transfection volume using the Neon electroporation transfection system. Cells were cultured in 2 mL of antibiotic-free medium at a density of 5 × 10^5^ /ml in 6-well plates for 2 days followed by PMA/I stimulation. Cells were rested for three days after stimulus withdrawal and re-stimulated.

### Western blotting

Western blot analysis of Jurkat cell nuclear extracts was performed using a primary anti-rabbit antibody to Ets-1 (SC-350) and a secondary HRP-conjugated anti-rabbit antibody (AP187P; Merck Millipore). Signals were detected by enhanced chemiluminescence with film exposure. The intensity of bands of the correct molecular weight were analysed with ImageJ, and protein loading was normalised with a highly sensitive quantitative total protein loading control detection kit (Novex Reversible Membrane Protein Stain Kit, Novex, Invitrogen).

### Immunofluorescence microscopy

Cells were permeabilised by incubation with 2% Triton X-100 for 20 min. Cells were probed with primary antibodies to either NFATC1 or Rela followed by visualisation with secondary rabbit (A10042; Life Technologies), mouse (A31574; Life Technologies), goat (A11055; Life Technologies) immunoglobulins conjugated to Alexa Fluor 488, 568, or 633 nm and co-stained with DAPI. Staining was analysed by confocal laser scanning microscopy. Single 0.5 μm image stacks were obtained using a Nikon x 60 oil immersion lens on the Nikon C1 plus confocal system and the final image obtained by averaging four sequential images from the same tissue section. Digital confocal images were analysed with Fiji-ImageJ software^63^ to determine the total nuclear fluorescence intensity (TNFI) by selecting a region of interest (ROI) corresponding to the nucleus with background subtracted measured in a minimum of 20 cells for each sample set.

### RNA extraction and quantitative reverse transcription PCR (qRT-PCR)

Total RNA was extracted from Jurkat cells using TRIzol^®^ Reagent (Invitrogen) followed by chloroform extraction (Sigma) and isopropanol (Thermo Fisher Scientific) precipitation. First-strand cDNA was synthesised from 1 μg total RNA using the SuperScript^TM^ III First-Strand Synthesis System (Invitrogen). qRT-PCR was carried out to determine gene expression with gene-specific TaqMan probes in the Applied Biosystems^®^ ViiA^TM^ 7 Real-Time PCR System (Life Technologies). The sequences of all primers used in this study are listed in Table S2 in the supplemental material.

### Chromosome conformation capture (3C) assay

The 3C assay was performed according to ref. 31, except that DpnII (Genesearch, Arundel, Australia) was used as the restriction enzyme. DNA was quantified by SYBR real-time PCR with the primer sets listed in Table S2. 3C-qPCR data were normalised to a *GAPDH* loading control and primer efficiency was normalised to bacterial artificial chromosome (BAC) clones including gene deserts (GD), *DUSP10, TNFSF10*, and *BCL6* (Life Technologies).

### Chromatin immunoprecipitation (ChIP)

ChIP-PCR was performed with Magna ChIP^TM^ Protein A Magnetic Beads (Merck Millipore) as described previously^64^. ChIP-DNA enrichment was performed with antibodies targeting H2AZ, H2AZAc, H3, H3.3, H3K27ac, H3K56ac, and Ets1. ChIP-DNA was quantified by real-time PCR with the primer sets listed in Table S2 in the supplemental material.

### Formaldehyde-assisted isolation of regulatory elements (FAIRE)

FAIRE samples were prepared as outlined in ref. 65. Briefly, cells were cross-linked with 1% formaldehyde and lysed. The cell lysates were sonicated to yield an average DNA fragment distribution of approximately 200 to 500 bp. A 50 μL aliquot of fragmented DNA (total input control DNA) was reverse cross-linked at 65 °C followed by phenol-chloroform extraction. The remaining sonicated DNA (FAIRE DNA) was directly isolated by phenol-chloroform extraction and purified using the Zymo-Spin^TM^ I kit (Zymo Research). 50 ng of FAIRE DNA and the corresponding total input DNA were used to prepare the FAIRE-seq DNA library using the NEBNext^®^ Ultra DNA Library Prep Kit for Illumina^®^ (New England BioLabs Inc., Ipswich, MA) according to the manufacturer’s instructions. FAIRE DNA libraries were single-end 50 bp sequenced on an Illumina HiSeq2000 at the Ramaciotti Centre for Genomics, University of New South Wales, Sydney.

### Bioinformatics analysis

FAIRE sequencing reads were stripped of adapter sequences with CutAdapt^66^, mapped to the human (Hg19) genome with global alignment in Bowtie2^67^, and duplicate reads were removed with Picard (http://picard.sourceforge.net). Areas of enrichment in the DMSO FAIRE samples compared to the total input sample were determined using MACS2^68^ with the Broad option and using a q-value cut-off of ≤0.05. Regions from the four DMSO samples were pooled (in Galaxy) with overlapping regions merged into one. In total, 40,731 regions were detected (28 were removed because they were on chrM or chrUn). 

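Of the 28 merged regions outside the autosomes, X and Y, 16 lay on chrM or unplaced contigs (4 on chrM) and 12 on random contigs of named chromosomes. The 40703 regions that remained had a median width of 294 bp and covered 16.6 Mb. Peaks that touch end to end were joined. Kept apart, they gave 40733 regions before removal. With 1 list left out, merging gave between 33402 and 39006 regions.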

Reads were extended to 200 bp and the number of sequencing reads in each region for all samples (DMSO and rottlerin treated) were counted in R. The counts were MA normalised to each other in R. Using the NS DMSO and rottlerin treated comparison as a guide, a 1.75-fold change with a minimum read number of 30 was used as a cut-off for calling regions with changed CA. Based on the NS comparison, this was expected to give 242 regions as false positives or a 8.5–14.5% false positive rate.

The mid-points of the regions were annotated to the nearest ENSEMBL transcript using the ChIPpeakAnno package in R. As a region can be annotated to more than one transcript, regions were allocated to groups in the following order: 5′UTR, 3′UTR, exon, intron, promoter, upstream, and intergenic. A promoter was defined as the area −1 kb to 0 bp from the TSS and upstream was defined as −10 kb to −1 kb from the TSS. Regions were also annotated to RoadMap CD4^+^ memory chromatin state data^22^ and ChIP-seq data from naïve, memory, and PMA/I activated Th CD4^+^ cells donor 62 (GSE17312). Homer^69^ was used to profile the RoadMap histone marks +/−1 kb (0.1 kb bins) around the FAIRE peaks, and values were scaled by total mapped reads. Wilcoxon tests were performed with continuity correction in R. DAVID^70^ was used to look for over-represented Gene Ontology groups in the genes nearest to the accessible regions. ST >NS, SW >NS, and RS >NS regions were compared to the NS region background. A p value <0.05 and FDR <25% cut-off were used to determine significance, and groups had to have at least 10 genes present. Homer^69^ and CLOVER (with JASPAR PWM database)^71^ were used to identify over-represented transcription factor binding motifs. For both programs, the regions were standardised to 300 bp (or 500 bp for co-occupancy) and while HOMER uses genomic regions with similar GC content as background, for CLOVER NS regions were used as background. Motifs had to have a q (HOMER) or p (CLOVER) value of ≤0.05. GSEA^72^ was used to investigate the motif occurrence significance in regions differentially affected by rottlerin treatment, with sets of regions (set to 300 bp) containing JASPAR motifs (at least 2 motif occurrences, from CLOVER) instead of the usual gene lists. Regions were ranked using fold-changes, and region (‘gene’) permutation was used to establish significance. Motif co-occupancy was analysed in R using output from the CLOVER program and custom scripts (available on request). To explore the combinatory effect of different factors on chromatin accessibility outcomes, we examined every pairwise combination of the 14 enriched motifs in all regions with altered chromatin accessibility (a–n). We determined how many of the regions with both motifs belonged to a particular set as a percentage of all the sets (a-n) with altered chromatin accessibility. We also compared the composition of regions with 1 motif but not the other. Furthermore, based on the pairwise combinations, we examined several 3 motif combinations.

Genes were classified as primary response genes or memory-responsive genes if they had at least log_2_ 0.5 greater expression in ST (day 0, primary response genes) or RS cells (day 9, memory-responsive genes) compared to NS and either RS (primary response genes) or ST cells (memory-responsive genes). Expression for Jurkat cells from GSE61172^7^ and primary cells from E-MEXP-2578.

FAIRE data was deposited in GEO under accession number GSE63766.

## Additional Information

**How to cite this article**: Juan Tu, W. *et al*. Priming of transcriptional memory responses via the chromatin accessibility landscape in T cells. *Sci. Rep.* **7**, 44825; doi: 10.1038/srep44825 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Data and Information

## Figures and Tables

**Figure 1:**
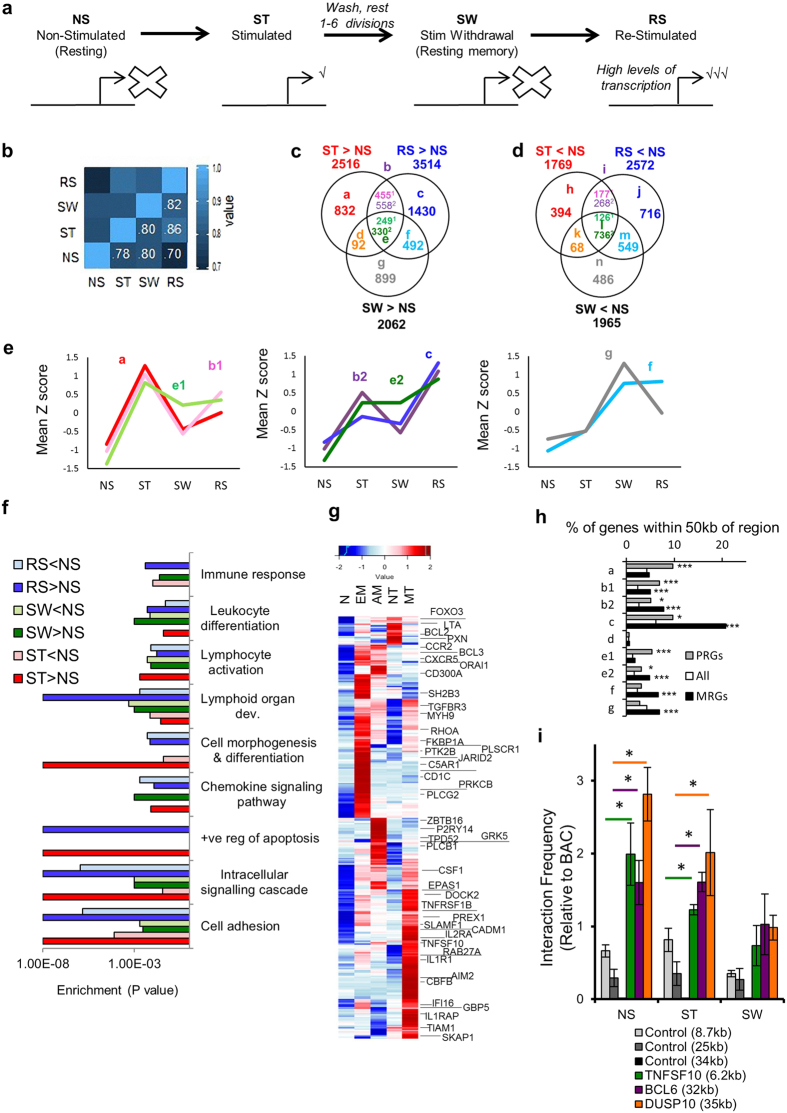
Initial T cell stimulation alters the immune gene DNA accessibility landscape with enduring consequences upon stimulus removal. (**a**) Schematic of the Jurkat transcriptional memory model. Non-stimulated (NS) Jurkat T cells were stimulated with PMA and ionomycin (ST), washed, and rested (SW) before re-stimulation (RS). (**b**) FAIRE-seq Spearman correlation. (**c,d**) Region with more (**c**) or less (**d**) accessibility in ST, SW, and RS cells compared to NS cells. Sets with altered accessibility in RS and ST were divided according to whether the accessibility was higher (≥1.75) in ST (^1^) or RS (^2^). (**e**) Mean Z-score profiles of the increased accessibility sets. (**f**) Over-represented Gene Ontology biological pathways and KEGG pathways in the genes nearest to the regions with increased or decreased accessibility. (**g**) The expression of genes near SW >NS accessible regions that are upregulated in effector memory (EM), activated memory (AM), naïve Tregs (NT), and memory Tregs (MT) compared to naïve (N) (from E-MEXP-2578). Immune response genes are labelled. Heat map Z-score scaled. (**h**) The percentage of primary response genes (PRG), all genes on the array, and memory-responsive genes (MRG) with transcriptional start sites (TSSs) within 50 kb of a region for the different subsets. *p < 0.05, **p < 0.001, ***p < 1 × 10^−5^, compared to all genes on array, Fisher’s exact test.(**i**) Chromatin conformation capture ligation efficiencies indicating interactions between *TNFSF10, DUSP10*, and *BCL6* enhancers and gene TSSs. The contact frequencies of the gene desert region with similar distances were used as a control. 3C-qPCR data were normalised to bacterial artificial chromosome (BAC) clone ligation products (mean ± SEM, n = 4–5 biological replicates, *p < 0.05, *t*-test). Interaction frequency should be considered within a treatment relative to the gene desert region and not across treatments.

**Figure 2:**
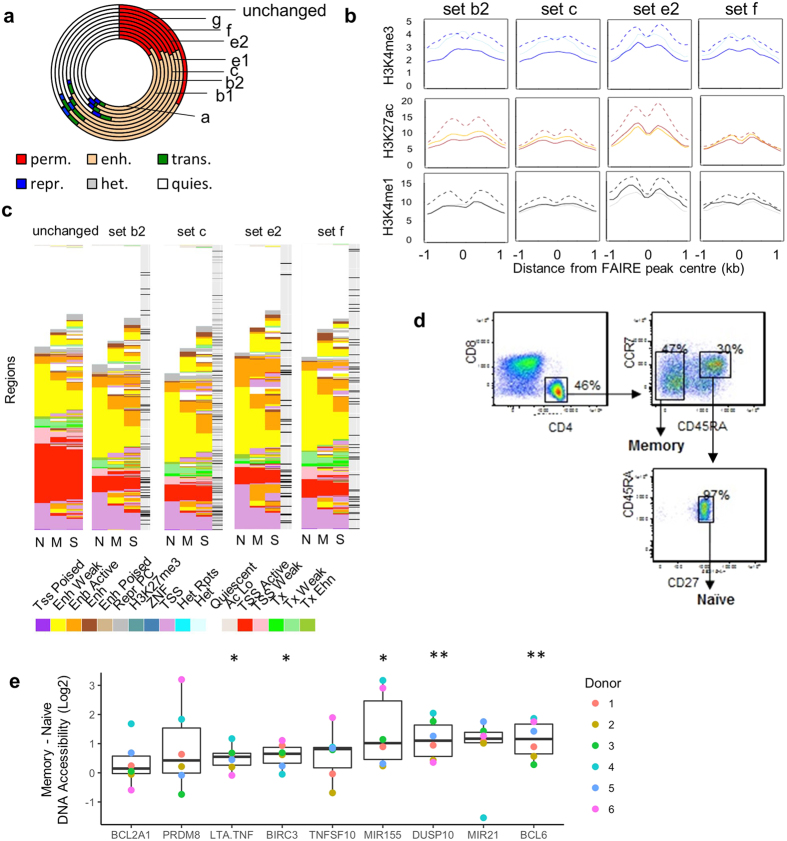
Changes in the chromatin accessibility (CA) landscape occur in regions with enhancer or permissive chromatin environments in primary CD4 lymphocytes. (**a**) Regions in the sets with increased chromatin accessibility were annotated by their chromatin state segmentation in CD4^+^ memory cells. The chromatin state data were summarised from CD4^+^ Roadmap data: quiescent (quies, low level of marks), repressive (repr, H3K27me3), transcription (trans, H3K36me3), enhancer (enh, H3K4me1), permissive (perm, H3K4me3), and heterochromatin (het, H3K9me3). (**b**) H3K4me3, H3K27ac, and H3K4me1levels around the FAIRE peaks in the transcriptional memory sets in naïve (faint line), memory (dark line), and PMA/I stimulated Th (dotted line) lymphocytes. Average profiles are of sequencing tags per 100 bp. (**c**) Detailed chromatin state of the memory regions in naïve (N), memory (M), and PMA/I stimulated Th (S) CD4^+^ lymphocytes. Those regions within 50 kb of an MRG TSS are marked with a black line. Transcribed (Tx), Permissive (Tss), Enhancer (Enh). (**d,e**) Fold change in FAIRE chromatin accessibility of CD4^+^ memory cells compared to naïve cells (Log2). Naïve (CD4^+^ CD45RA^+^ CCR7^+^ CD27^+^) and memory (CD4^+^ CD45RA^−^ blood lymphocytes were isolated from 6 donors (biological replicates). Chromatin accessibility was measured by qPCR and normalised to the *PPIA* promoter. Boxplots show median and first to fourth quartiles (*p < 0.05, **p < 0.01, one sample *t*-test against 0).

**Figure 3:**
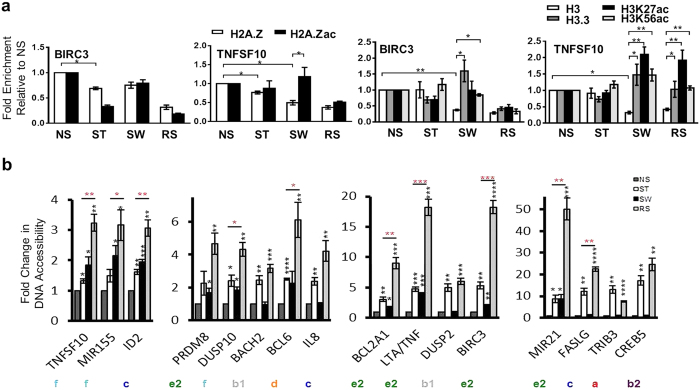
Changes in chromatin accessibility (CA) are associated with altered histone acetylation and variant occupancy and can be remembered through cell division. (**a**) ChIP-qPCR analysis of H2A.Z, H2A. Zac, H3, H3.3, H3K27ac, and H3K56ac binding at the *BIRC3* promoter and *TNFSF10* enhancer in the Jurkat model. ChIP enrichment ratio relative to NS is shown (mean ± SEM, n = 3 biological replicates). *p < 0.05, **p < 0.01, *t*-test. (**b**) FAIRE chromatin accessibility in the Jurkat model with 6 day resting time. Fold change compared to NS. Chromatin accessibility was normalised to the *GAPDH* promoter (mean ± SEM, n = 3 biological replicates, black * compared to NS, red * ST compared to RS, *t*-test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

**Figure 4:**
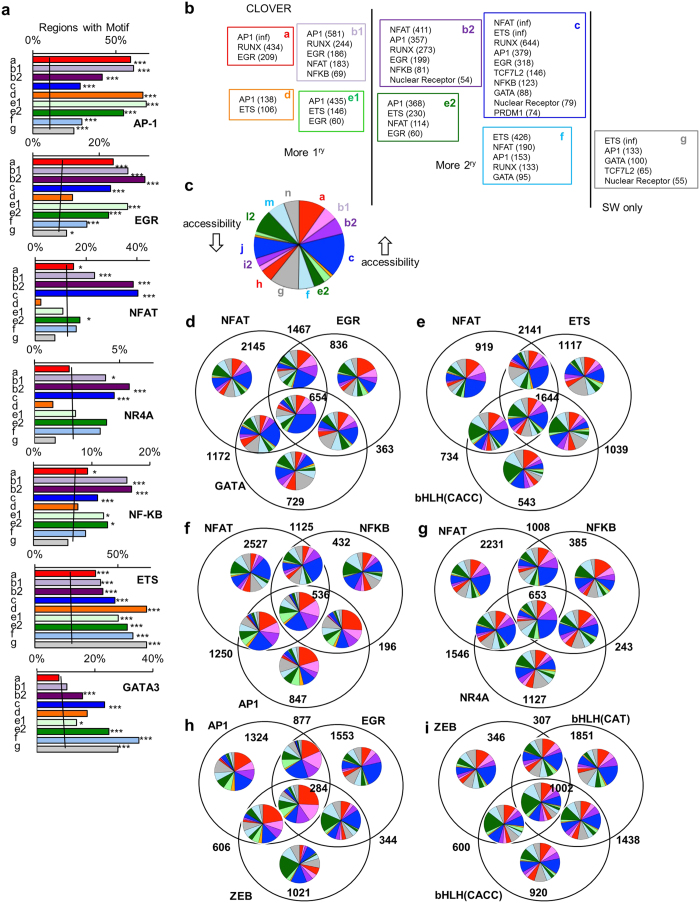
The transcription factor motifs that characterise the different sets of increased chromatin accessibility (CA). (**a**) The top overrepresented motifs in the sets with increased chromatin accessibility. Results from HOMER, *p < 0.05, ***p < 1 × 10^−5^, Benjamini q value, compared to control sets with similar GC content (trend line). (**b**) The top overrepresented JASPAR motif families in the sets. Enrichment scores >50 (scores shown in brackets) and CLOVER significance p value <0.05 relative to NS regions. (**c**) The relative proportions of the region sets with increased or decreased chromatin accessibility. (**d–i**) The numbers of regions with various JASPAR transcription factor binding motif combinations and their chromatin accessibility sets. Regions of increased chromatin accessibility occur first (clockwise).

**Figure 5:**
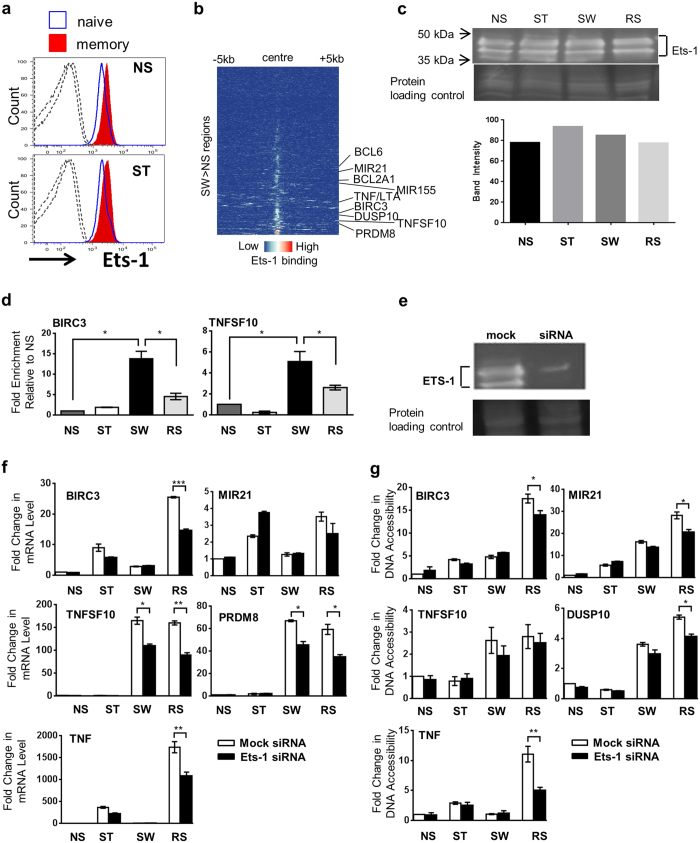
The role of ETS-1 in transcriptional memory. (**a**) Flow cytometric analysis of ETS-1 expression in peripheral blood lymphocytes, naïve (blue, CD45RO^−^), and memory (filled red, CD45RO^+^) CD4^+^ T cells. Cells were left non-stimulated (NS) or stimulated with PMA and calcium ionophore (ST). Dashed lines show isotype control staining. Cells were CD3^+^CD8^−^. A representative of 4 individuals (biological replicates) is shown. (**b**) ETS-1 binding in the memory regulatory regions (SW >NS, sets d-g) in CD4^+^ T cells (GSE43119). Sequencing tags were binned by 100 bp and shown ± 5 kb from the centre of the FAIRE region. (**c**) Immunoblot of ETS-1 protein levels in nuclear extracts of NS, ST, SW, and RS cells. ETS-1 intensities were normalised against Novex (protein loading control). A representative of 3 independent biological experiments is shown. (**d**) ETS-1 binding at the *BIRC3* promoter and *TNFSF10* enhancer in the Jurkat model. ChIP enrichment ratio relative to NS. SW cells were rested for 6 days. A representative (mean+/−SEM with n = 3 PCR (technical) repeats) of 3 independent biological experiments is shown. (**e**) ETS-1 protein levels and Novex (protein loading control) in Jurkat cells with mock or *ETS1* siRNA. (**f**) Expression of putative ETS targets in mock or ETS-1 siRNA-treated Jurkat cells. SW cells were rested for 3 days. mRNA levels were measured by RT-PCR and normalised to *GAPDH*. Fold change relative to mock NS is shown. A representative (mean+/−SEM with n = 3 PCR (technical) repeats) of 5 independent biological experiments is shown. (**g**) Chromatin accessibility (CA) of the *BIRC3, MIR21*, and *TNF* promoters and *TNFSF10* and *DUSP10* enhancers in mock or ETS-1 siRNA-treated Jurkat T cells. SW cells were rested for 3 days. Chromatin accessibility was measured by FAIRE-qPCR and normalised to the *GAPDH* promoter. Fold change relative to mock NS. A representative (mean+/−SEM with n = 3 PCR (technical) repeats) of 3 independent biological experiments is shown. (**d,f,g**) *p < 0.05, *t*-test.

**Figure 6:**
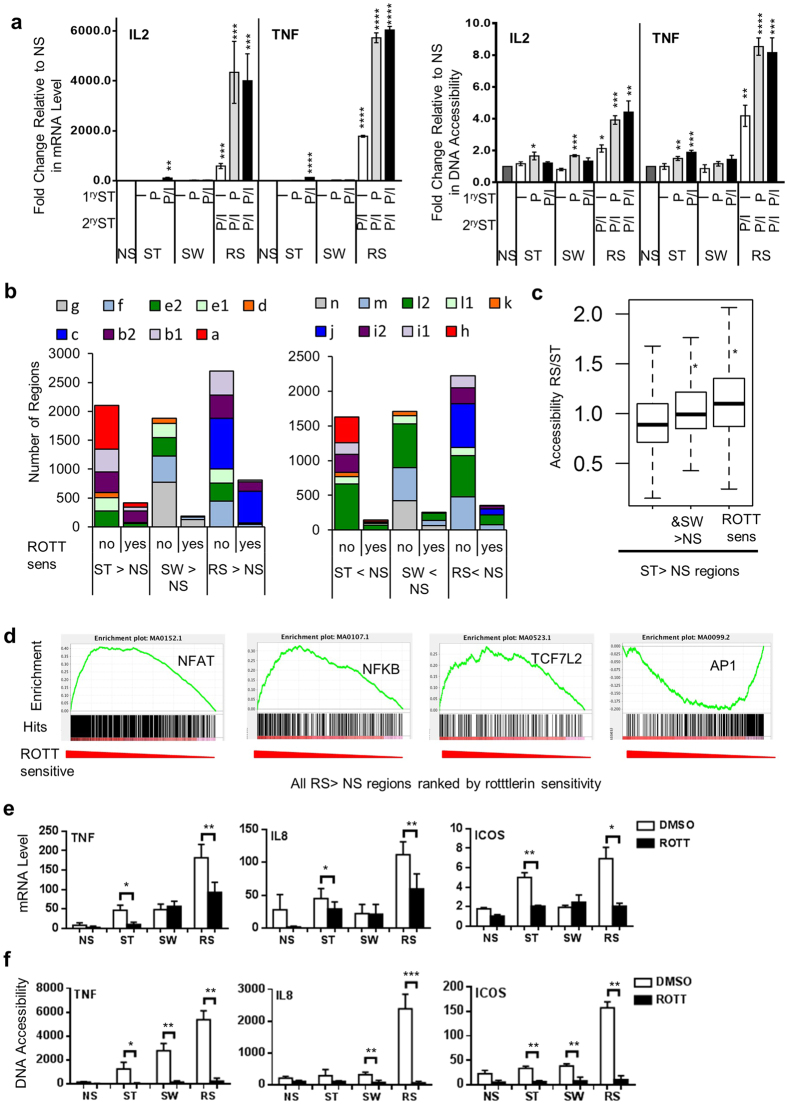
Altering the initial activation signal selectively affects transcriptional memory. (**a**) Transcription of *IL2* and *TNF* and chromatin accessibility (CA) of their promoters in the Jurkat TM model with different initial stimuli. Expression levels were measured by RT-PCR and normalised to *GAPDH*. Chromatin accessibility was measured by qPCR and normalised to the *GAPDH* promoter. *IL2* expression values are mean ± SEM, n = 3 biological replicates. For *TNF* expression, values are the average of the RT-PCR (technical) replicates, and error bars indicate min-max. Accessibility: mean ± SEM, n = 3 biological replicates. *p < 0.05 compared to NS, *t*-test. (**b**) The regions with altered chromatin accessibility in ST, SW, or RS compared to NS and whether their increase or decrease was rottlerin sensitive (ROTT sens). The regions are coloured by their chromatin accessibility set. (**c**) The chromatin accessibility ratio in RS/ST of all regions with increased accessibility in ST >NS compared to those also SW >NS and those rottlerin sensitive in ST. *p < 0.05 compared to all ST >NS, Wilcoxon test. Chromatin accessibility from FAIRE-seq. (**d**) Regions with increased Chromatin accessibility (RS >NS) were analysed for the occurrence of DNA motifs. Regions were ranked according to the ratio of their chromatin accessibility in rottlerin-treated RS cells (compared to DMSO RS), the occurrence of the selected motif is illustrated by black lines and the enrichment score is plotted against the rank of the regions. (**e–f**) The effect of rottlerin (ROTT) pre-treatment on mRNA expression (**e**) and chromatin accessibility (**f**) of the regulatory regions near the gene. Expression levels were measured by RT-PCR and normalised to *GAPDH*. Chromatin accessibility was measured by qPCR and normalised to the *GAPDH* promoter. *p < 0.05, **p < 0.01, *t*-test, n = 3 biological repeats, mean ± SEM.

**Figure 7:**
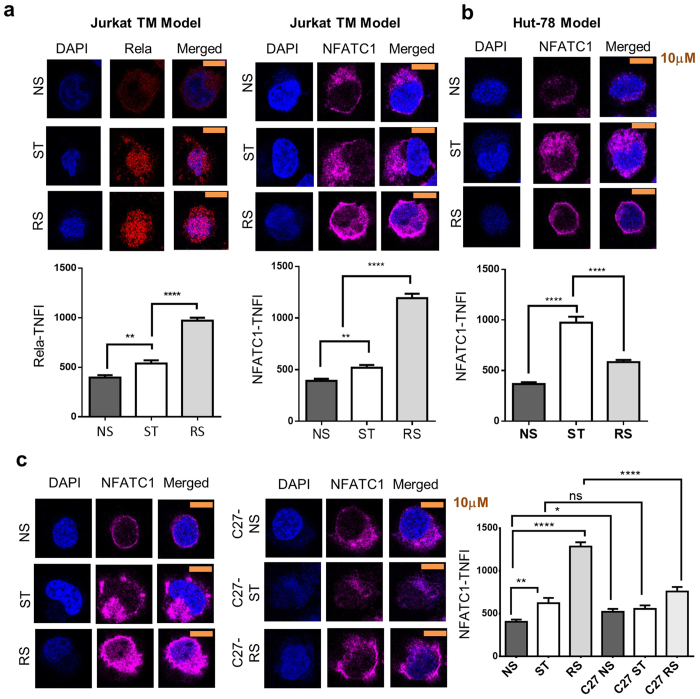
Cellular localisation and levels of NFATC1 in transcriptional memory and its dependence on PKC. (**a**) The nuclear levels of RelA and NFATC1 in P/I stimulated (ST) and re-stimulated (RS) Jurkat cells. (**b**) The nuclear levels of NFATC1 in P/I stimulated (ST) and re-stimulated (RS) Hut-78 cells. (**c**) The nuclear levels of NFATC1 in Jurkat cells pre-treated with DMSO or the PKC-θ-specific kinase inhibitor C27. (**a–c**) Cells were rested for 1 day after the initial stimulation. DAPI co-staining was used. Representative cells for each treatment (10 μm scale bar) are shown, with total nuclear fluorescence intensity (TNFI) from 3 biological replicates with n = 20 cells each, mean ± SEM. *p < 0.05, **p < 0.01, ****p < 0.0001. Mann–Whitney test.

**Figure 8:**
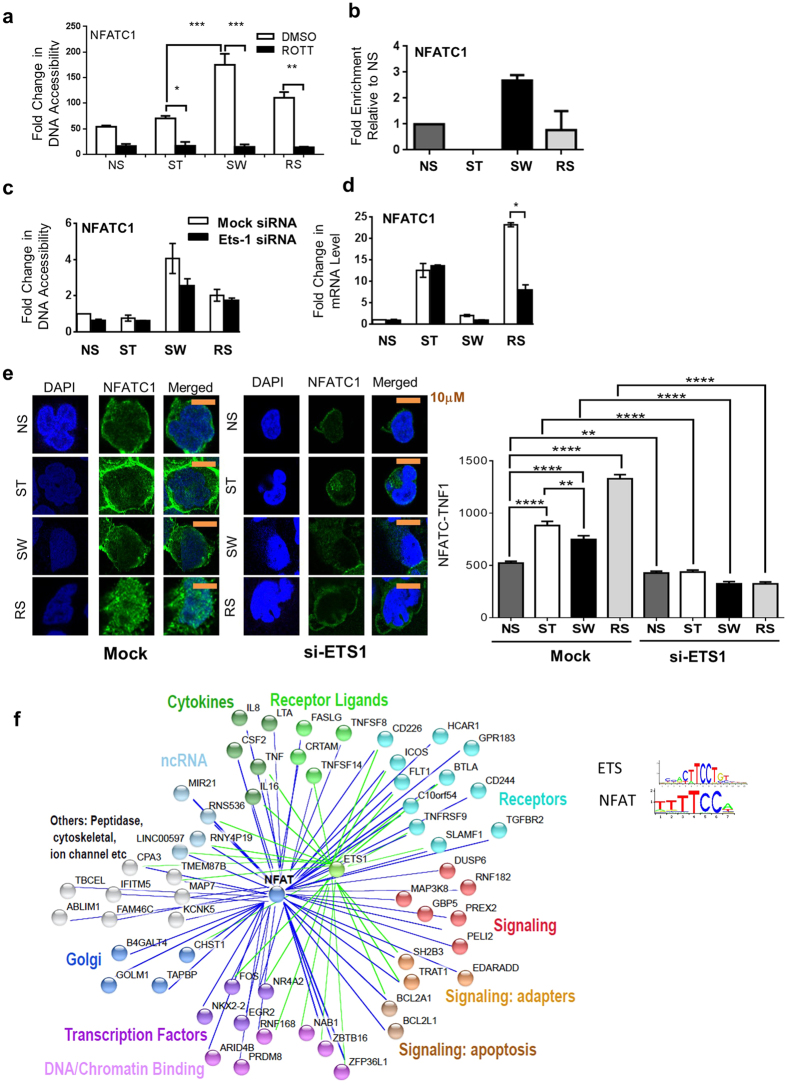
The role of PKC and ETS-1 in regulating NFATC1. (**a**) The effect of rottlerin (ROTT) in the Jurkat transcriptional memory model on DNA accessibility at an *NFATC1* enhancer region. Mean+/− SEM with n = 3 biological repeats. * *p* < 0.05, **p < 0.01, ***p < 0.001. *t*-test. (**b**) ETS-1 binding at the *NFATC1* enhancer region in the Jurkat memory model. Error bars show min-max of 2 PCR values, with the result representative of 3 biological repeats. (**c**,**d**) The effect of *ETS1* siRNA knockdown in the Jurkat transcriptional memory model on accessibility at an *NFATC1* enhancer region (**c**) and *NFATC1* mRNA expression (**d**). Representatives (mean+/−SEM with n = 3 PCR (technical) repeats) of 3 independent biological experiments are shown. (**e**) The nuclear levels of NFATC1 in P/I stimulated (ST), SW, and re-stimulated (RS) Jurkat cells pre-treated with mock or ETS1 siRNA. SW cells were rested for 3 days. Representative cells are shown (10 μm scale bar), with total nuclear fluorescence intensity (TNFI) from 3 biological replicates with n = 20 cells each mean ± SEM. *p < 0.05, **p < 0.01, ****p < 0.0001. Mann–Whitney test. (**f**) The memory responsive genes within 50 kb of a region with rottlerin sensitive increased accessibility in RS and that contained a NFAT motif. Regions that also contained ETS-1 motifs are indicated with green lines.

**Figure 9:**
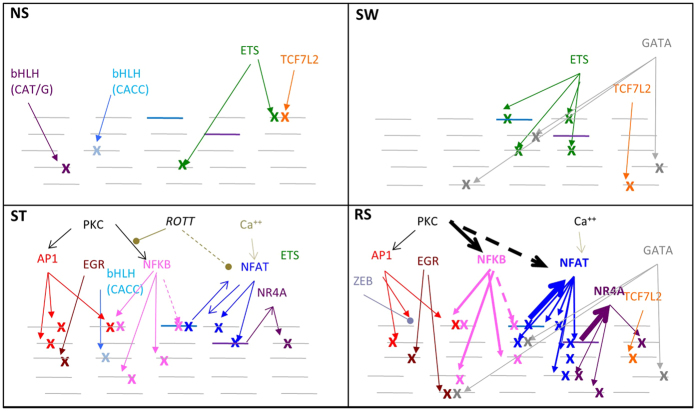
Schematic of how transcription factors act in combination to regulate chromatin accessibility (CA) in transcriptional memory. In non-stimulated (NS) cells, members of the bHLH, ETS, and TCF7L2 families maintain chromatin accessibility regions. On stimulation (ST), PKC and calcium signalling pathways activate the AP1, EGR, NFκB, NFAT, and NR4A families, which increase accessibility and de-activate some signalling by bHLH members. When stimulus is withdrawn (SW), activation of the induced transcription factors ceases but GATA family members gradually build up and, with ETS family members, maintain a subset of the chromatin accessibility regions and make additional regions accessible. These regions include a potential *NFATC1* enhancer. On re-stimulation (RS), there is re-activation of the induced transcription factors with increased activation of NFκB, NFAT, and NR4A, leading to increased chromatin accessibility at some regions that had increases before and secondary-specific chromatin accessibility at additional regions. The factor ZEB is also activated more upon RS and inhibits accessibility, while differential expression of ID proteins and bHLH members lead to decreases in chromatin accessibility in SW and RS. Weakening of the initial PKC signal by rottlerin (ROTT) partially inhibits chromatin accessibility induced by NFκB and NFAT in the primary and subsequent stimulation. Increased chromatin accessibility marked by x. Purple line represents *NR4A* genes, blue line is *NFATC1* gene.

# Supplementary material for: Priming of transcriptional memory responses via the chromatin accessibility landscape in T cells
**Source:** Sci Rep. 2017 Mar 20;7:44825. doi: 10.1038/srep44825
**Supplement:** Supplementary Data and Information

**Additional Information for:**

**Priming of transcriptional memory responses via the chromatin accessibility landscape  
in T cells**

Wen Juan Tu<sup>#1</sup>, Kristine Hardy<sup>#1</sup>, Christopher R. Sutton<sup>1</sup>, Robert McCuaig<sup>1</sup>, Jasmine Li<sup>2</sup>,  
Jenny Dunn<sup>1</sup>, Abel Tan<sup>1</sup>, Vedran Brezar<sup>3</sup>, Melanie Morris<sup>1</sup>, Gareth Denyer<sup>4</sup>, Sau Kuen Lee<sup>5</sup>,  
Stephen J. Turner<sup>2</sup>, Nabila Seddiki<sup>3</sup>, Corey Smith<sup>5</sup>, Rajiv Khanna<sup>5</sup> and Sudha Rao<sup>\*1</sup>

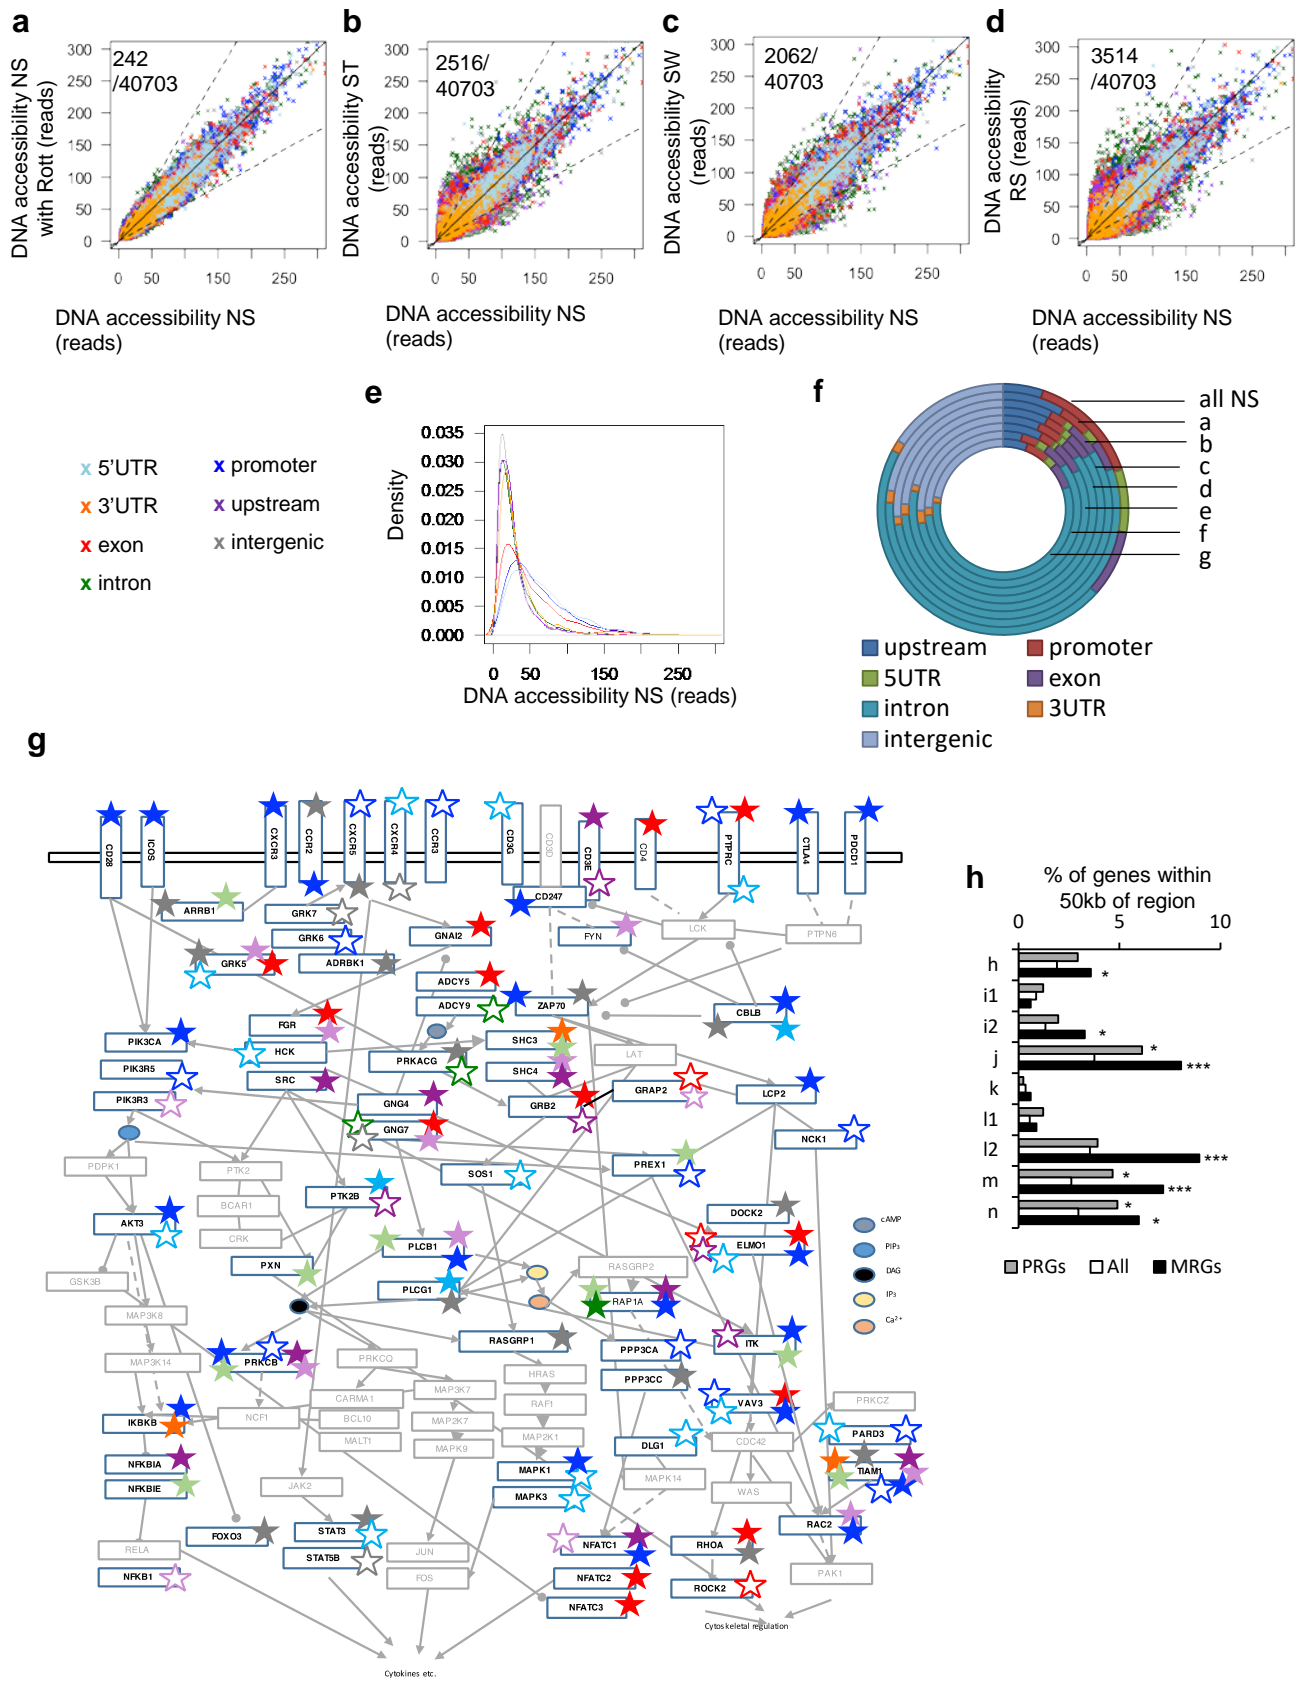

**Supplementary Figure 1: Regions with changes in DNA accessibility are mainly in non-promoter regions and are near genes involved in the immune response.**

**(a-e).** FAIRE-seq was performed on DMSO- or rottlerin-treated Jurkat T cells. Regions of enrichment were called against total genomic input and read counts for the resulting 40,703 regions were MA normalised. Regions were considered to increase in accessibility in a given stimulation state if they had over 30 reads in that treatment and more than a 1.75-fold increase compared to NS. The density distributions for the read counts in the NS sample are also shown. Regions were annotated with respect to their nearest ENSEMBL gene. As a region can be annotated to more than one transcript, regions were allocated to groups in the following order: 5'UTR (light blue), 3'UTR (orange), exon (red), intron (green), promoter (dark blue), upstream (purple), intergenic (grey). A promoter was defined as the area -1kb to 0 bp from the TSS and upstream was defined as -10kb to -1kb from the TSS. Dotted lines show 1.75-fold changes. Numbers indicate fraction of regions with increased accessibility.

**(f)** The DNA accessible regions in the different sets and all accessible region in NS cells were annotated with respect to their genomic location.

**(g)** TCR and chemokine KEGG signalling pathways showing genes near regions with increased (filled star) or decreased (empty star) accessibility. Colours of stars correspond to Venn diagram groups (Fig. 1 c, d).

**(h)** The percentage of primary response genes (PRGs), all genes on the array, and memory responsive genes (MRGs) with a TSS within 50kb of a region for the different subsets. Genes were classified as PRGs or MRGs if they had at least  $\log_2$  0.5 greater expression in ST (day 0, PRGs) or RS cells (day 9, MRGs) compared to NS and either RS (PRGs) or ST cells (MRGs). Expression from GEO: GSE61172. \* $p < 0.05$ , \*\*  $p < 0.001$ , \*\*\*  $p < 1 \times 10^{-5}$ , compared to all genes on array, Fisher's exact test.

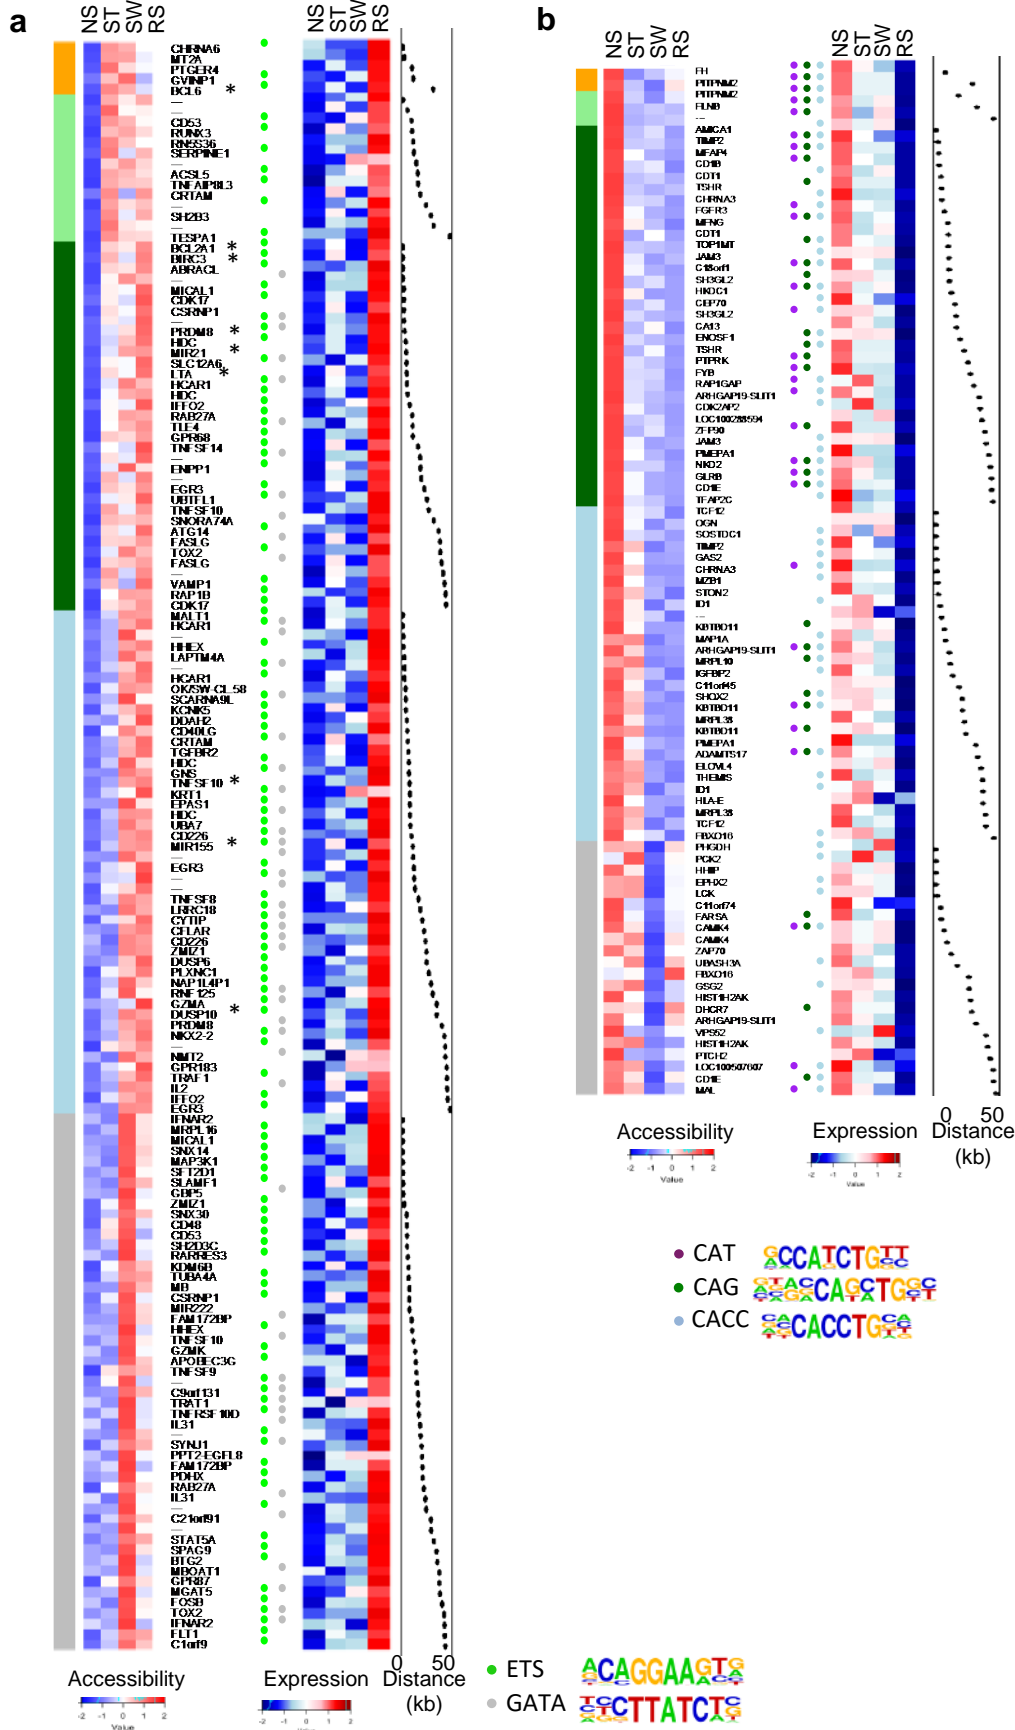

**Supplementary Figure 2: The regions with accessibility changes that are maintained with stimulus withdrawal and are near memory response genes.**

(a) All regions with increased accessibility maintained on stimulus withdrawal and that are within 50kb of the TSS of a memory response gene (MRG). \* denotes regions chosen for further analysis. Regions with ETS or GATA DNA binding motifs are annotated.

(b) All regions with decreased accessibility maintained on stimulus withdrawal and that are within 50kb of the TSS of a gene with lower expression upon secondary stimulation. Regions with the different bHLH DNA binding motifs are annotated.

(a-b) Heat maps show Z-scaled values for accessibility of the region and expression of the gene. The distance between an accessible region and the TSS of the gene is shown. The side colour indicates which set the regions belong to.

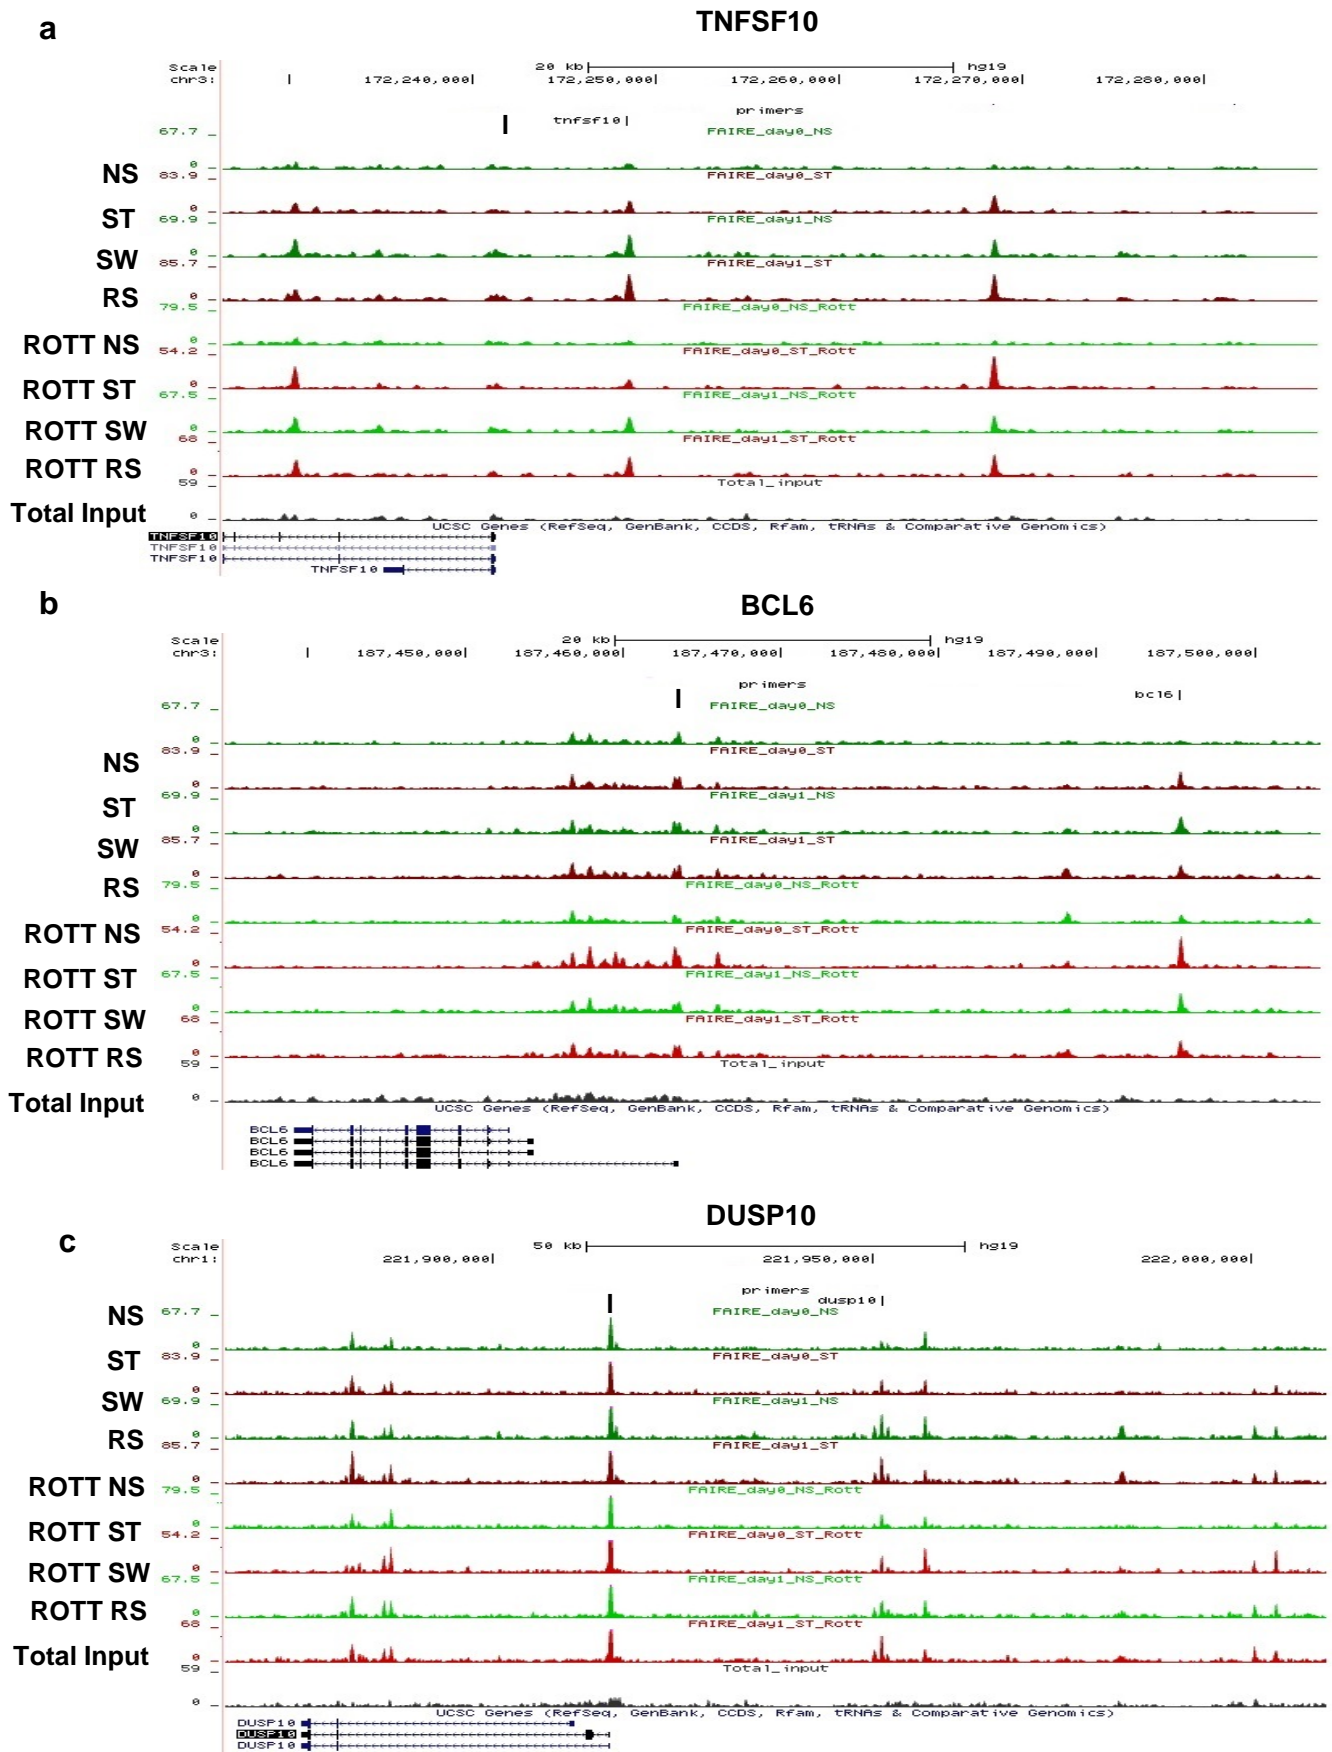

**Supplementary Figure 3: Accessible regions near the memory responsive genes *TNFSF10*, *BCL6*, and *DUSP10*.**  
(a) - (c) Chromatin accessibility by FAIRE-seq across *TNFSF10*, *BCL6*, and *DUSP10* genes in DMSO or rottlerin (ROTT) treated NS, ST, SW, and RS cells with the total input sample. Data are shown in UCSC Genome Browser Hg19. The location of FAIRE-qPCR and 3C-qPCR primers are indicated.

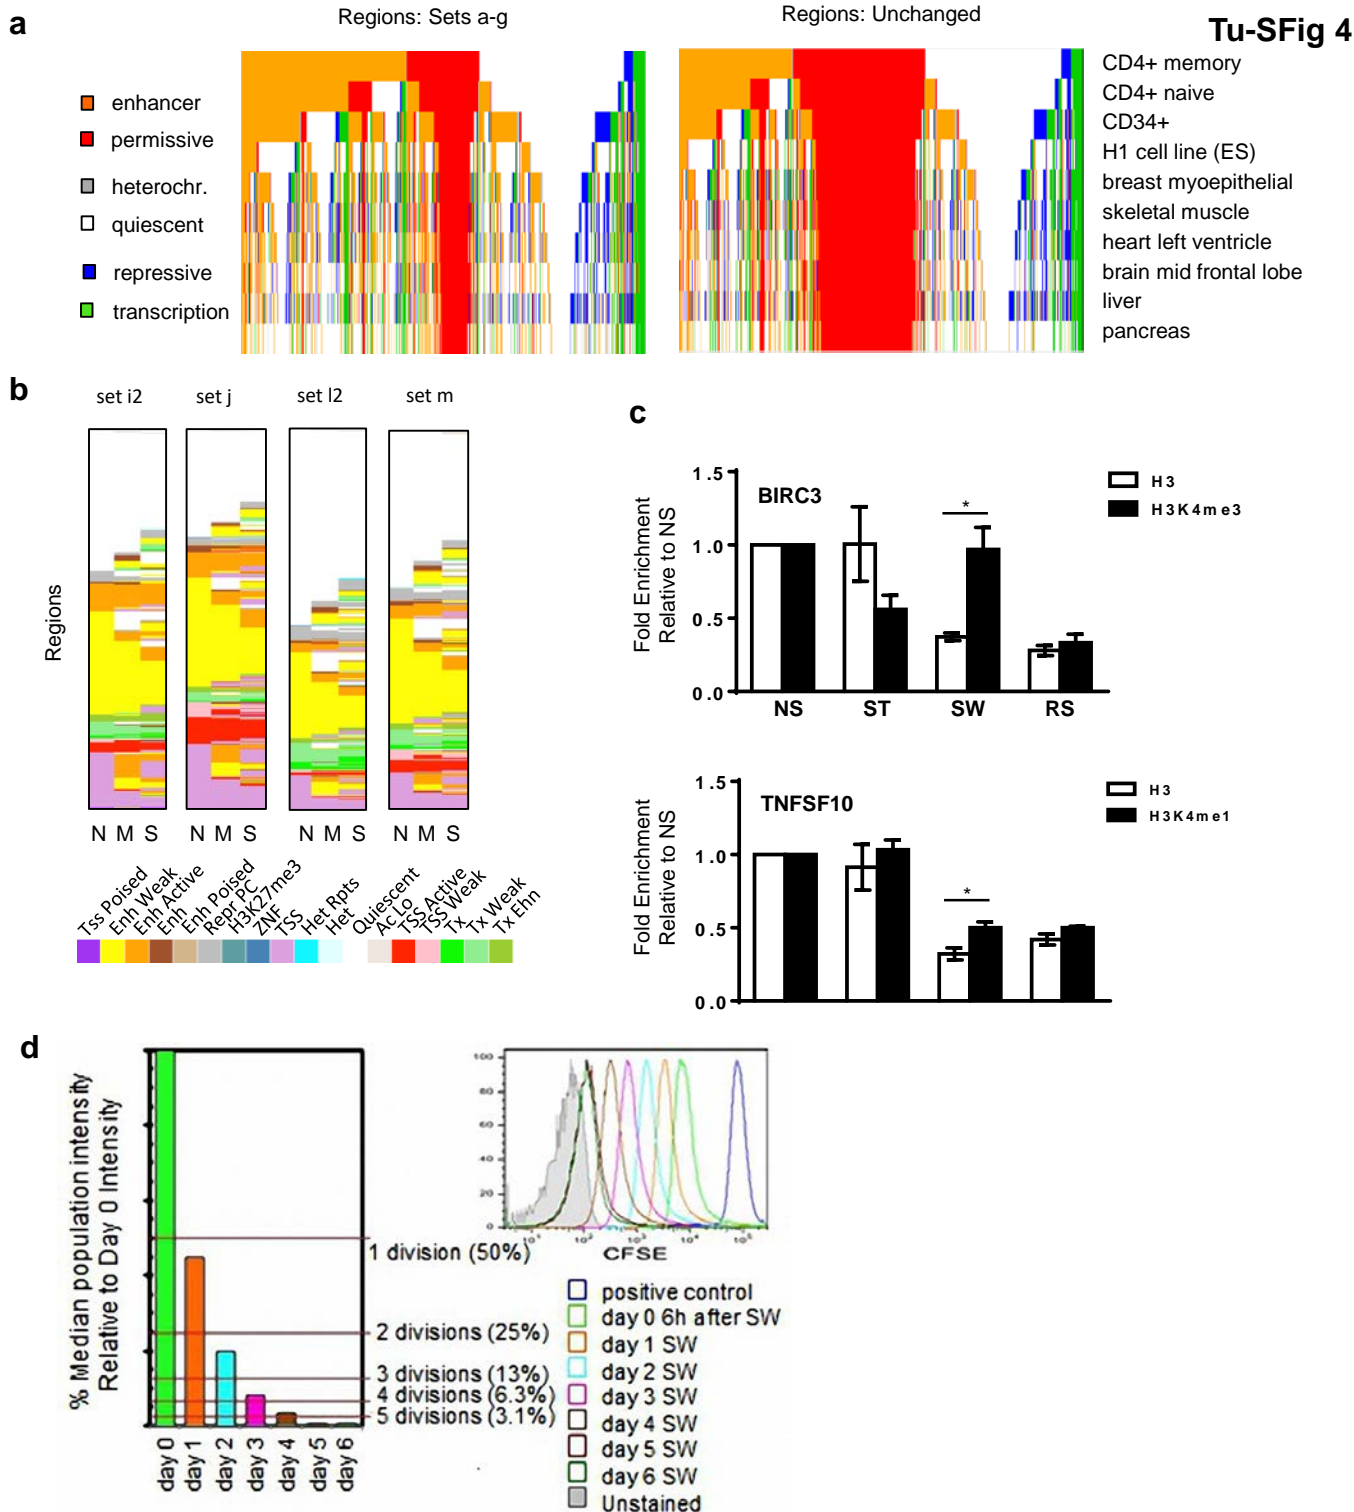

**Supplementary Figure 4: The chromatin environment of the regions with altered accessibility.**

(a) Regions in all the sets with increased accessibility, different sets with increased accessibility, or regions with unchanged accessibility were annotated with respect to their chromatin state segmentation in different cell types using Roadmap data. Quiescent (quies, low level of any marks), repressive (repr, H3K27me3), transcription (trans, H3K36me3), enhancer (enh, H3K4me1), permissive (perm, H3K4me3), and heterochromatin (het, H3K9me3).

(b) Detailed chromatin state of the regions with decreased accessibility associated with transcriptional memory in naïve (N), memory (M), and PMA/I stimulated Th (S) CD4 lymphocytes. Transcribed (Tx), Permissive (Tss), Enhancer (Enh).

(c) Fold change in ChIP-qPCR analysis of H3 and H3K4me3 binding at the *BIRC3* promoter and H3 and H3K4me1 binding at the *TNFSF10* enhancer in the Jurkat TM model. ChIP enrichment ratio relative to NS is shown (mean  $\pm$  SEM,  $n=3$  biological replicates, \*  $p < 0.05$ ,  $t$ -test).

(d) Cell division after the initial stimulation with PMA and ionomycin. The intensity of carboxyfluorescein succinimidyl ester (CFSE) was assessed at 6 h and day 1-6 after SW. The median intensity of CFSE is shown after subtraction of the unstained cell intensity and as a percentage of the day 0 SW sample. A 2-fold decrease in CFSE intensity indicates one cell division. A representative of 2 biological experiments.

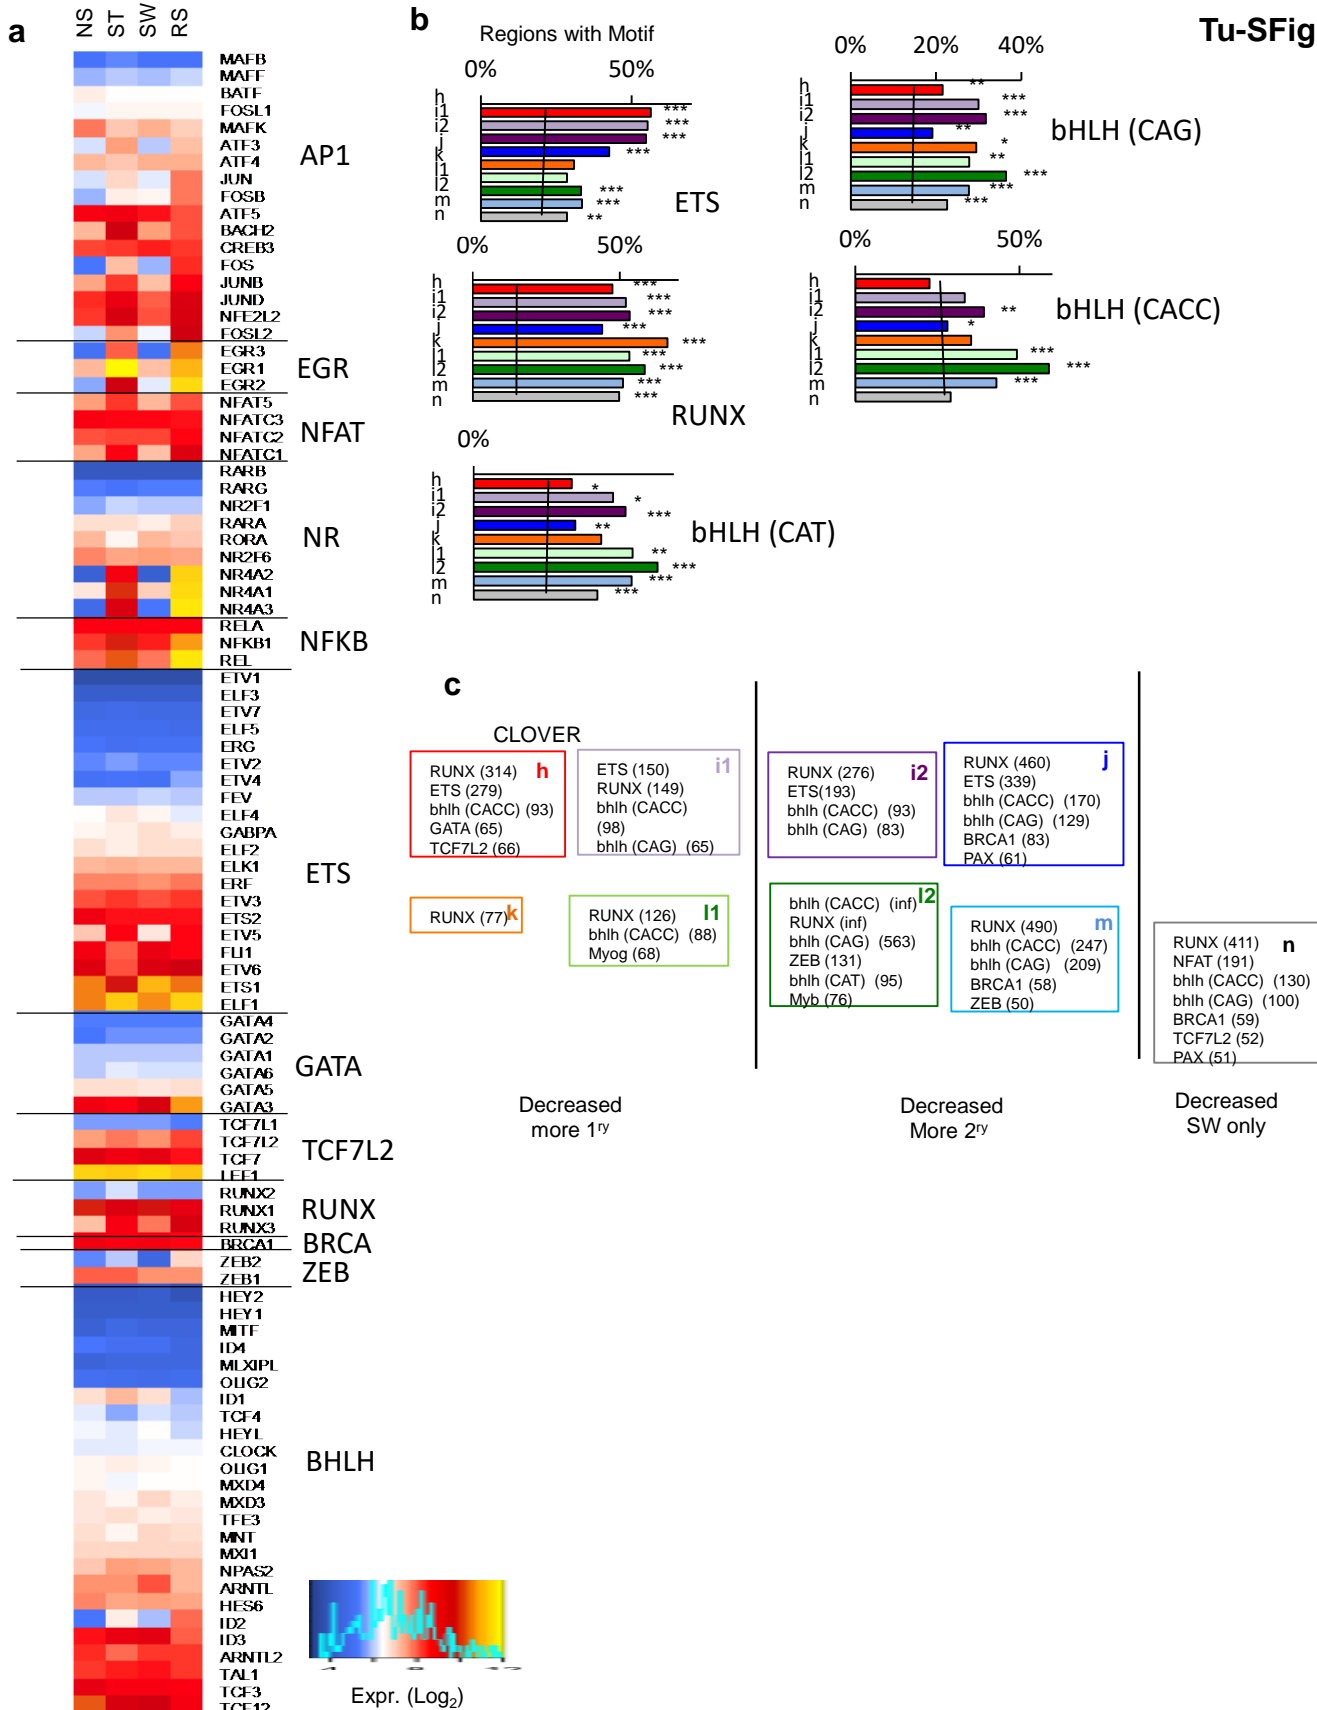

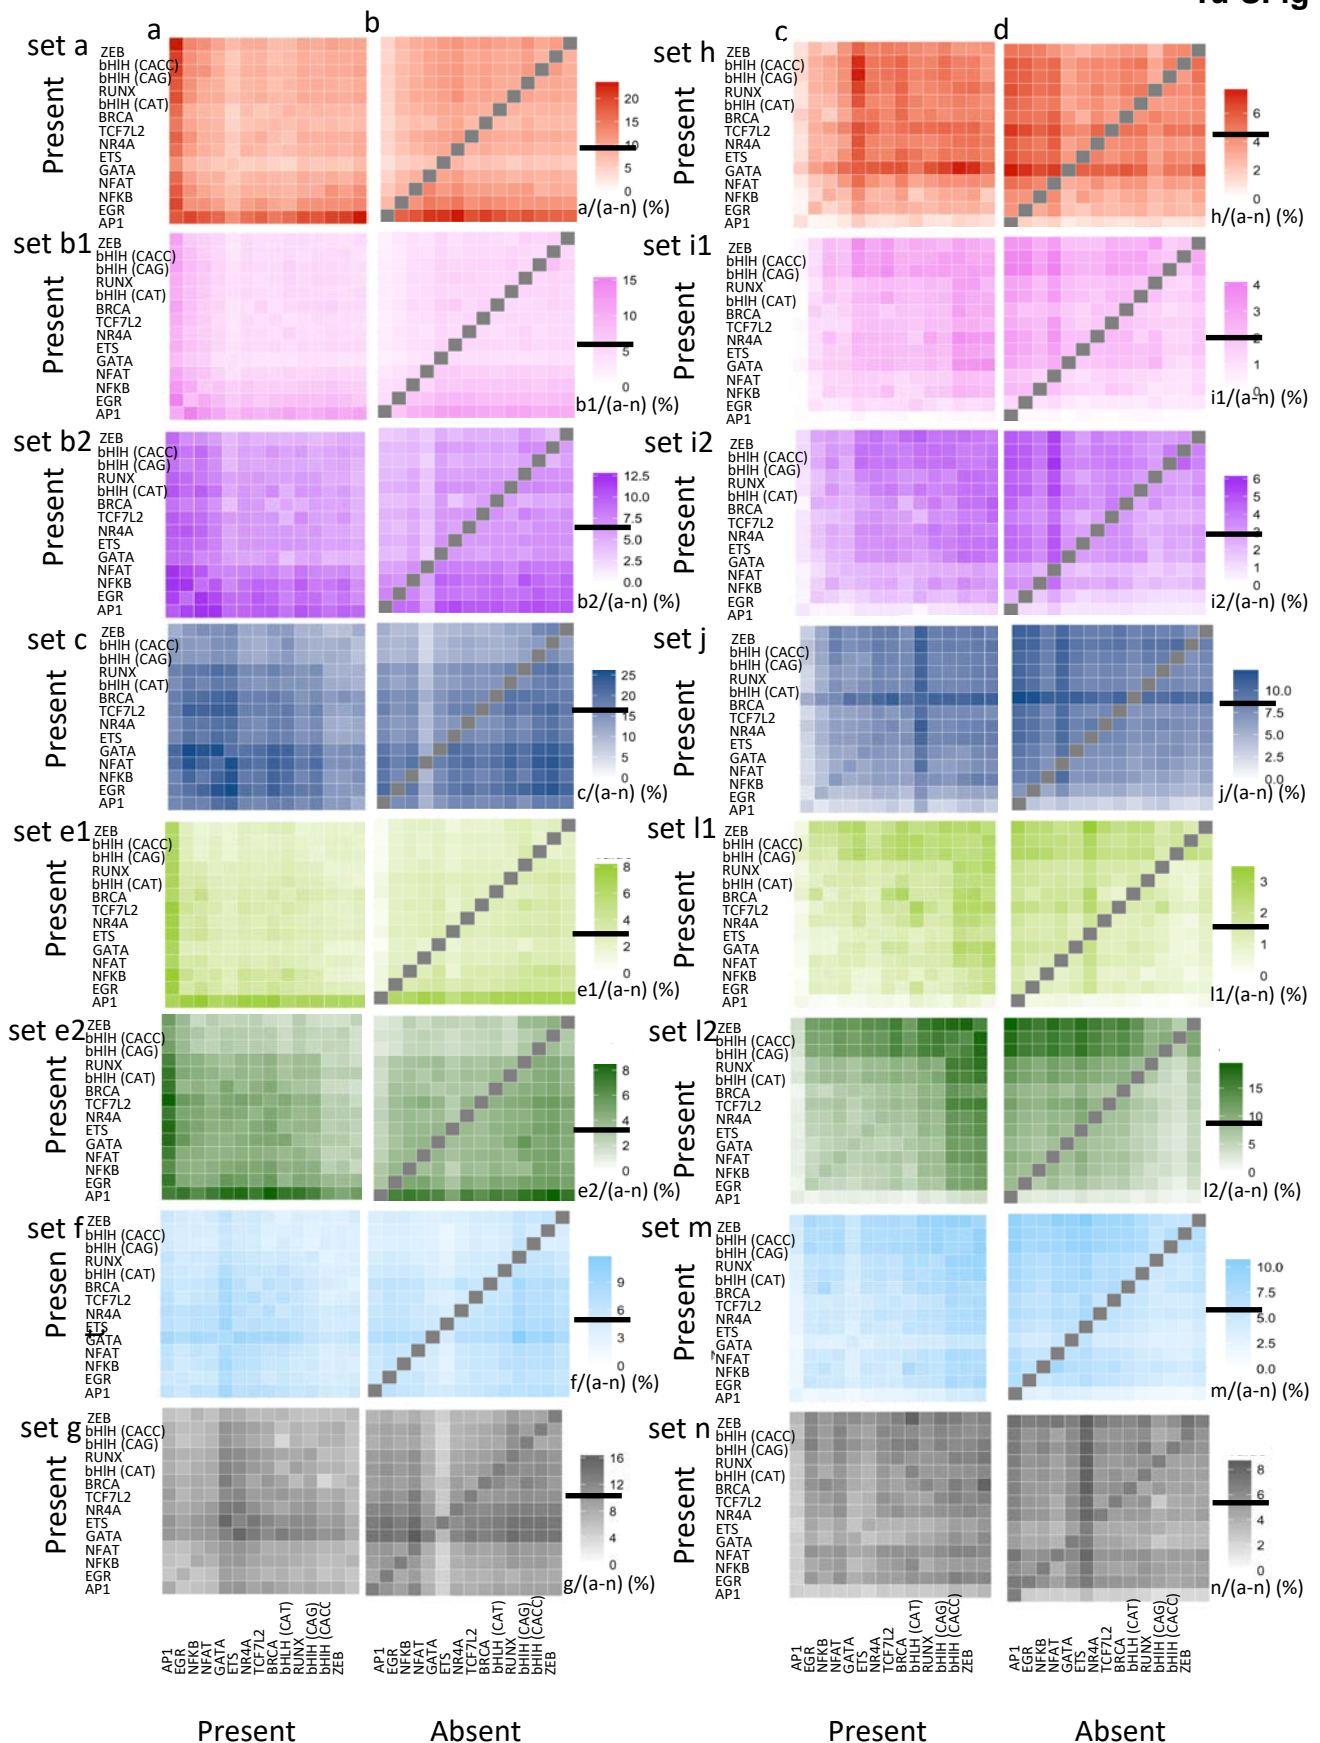

**Supplementary Figure 6: The influence of different combinations of DNA binding motifs on the accessibility profile.** The effect of different motif combinations on the relative proportions of regions in each accessibility set. **A, C:** Plots show the percentage of regions with both motifs that are in the given set compared to all altered (a-n) regions containing those two motifs. **B, D:** Plots show the percentage of regions containing the 'Present' motif but not the 'Absent' motif that are in the given set compared to all altered (a-n) regions with those criteria. Black line on scale indicates the percentage of the set without motif restrictions. Regions were extended to 500bp.

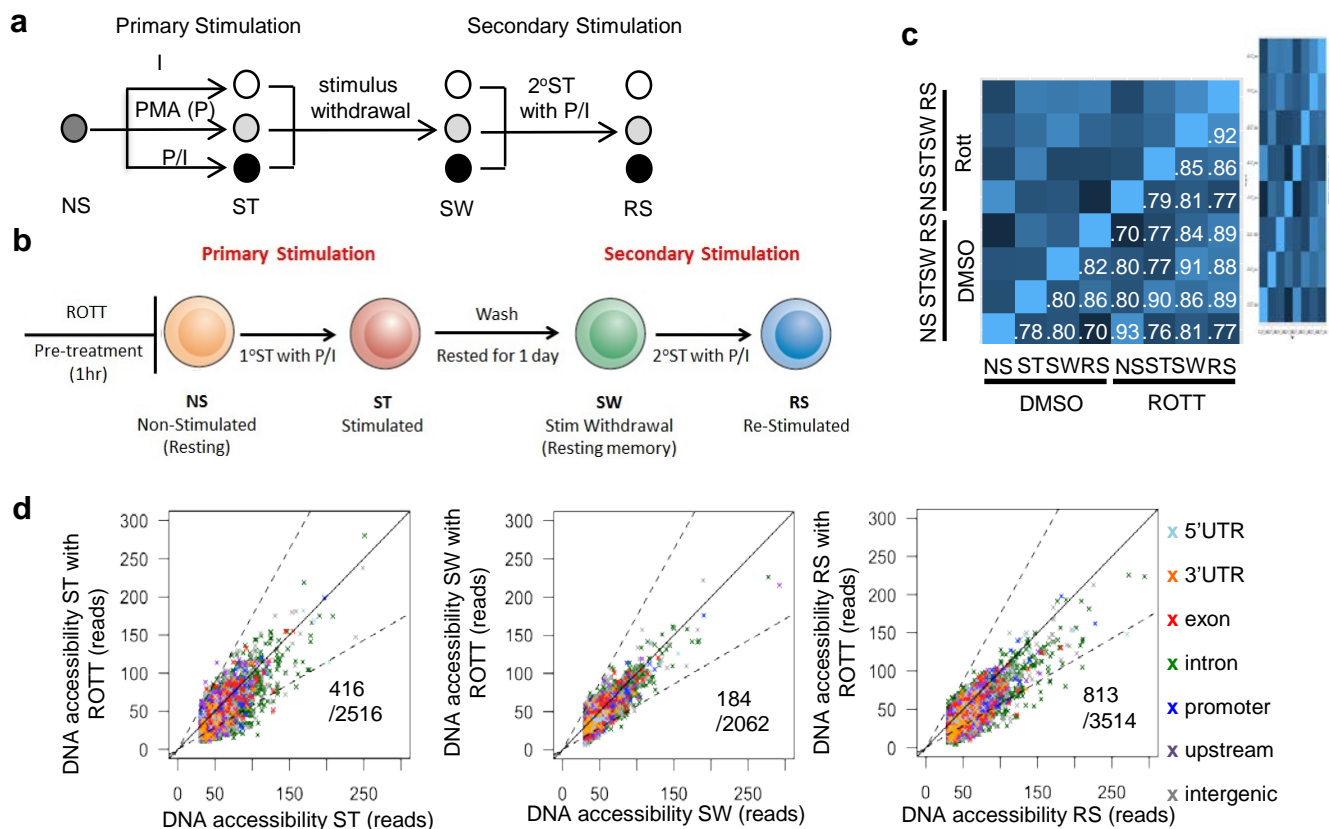

**Supplementary Figure 7: The effect of rottlerin on changes in DNA accessibility.**

(a) A schematic of the experimental design. Non-stimulated (NS) Jurkat T cells stimulated with ionomycin alone (I), PMA alone (PMA), or PMA and ionomycin (P/I) were subjected to stimulus withdrawal and rested for 1 day. These cells were then reactivated with full strength P/I.

(b) A schematic of the experimental design for examining the effect of rottlerin (ROTT) pre-treatment on DNA accessibility in the Jurkat TM model. The ROTT was washed away with the stimulus withdrawal and not added upon re-stimulation.

(c) Spearman correlations of the FAIRE-seq samples.

(d) The effect of rottlerin on regions with increased accessibility (compared to NS) in ST SW and RS is shown. Regions were considered to increase in accessibility in a given treatment if they had over 30 reads in that treatment and more than a 1.75-fold increase compared to NS. Regions were considered rottlerin sensitive if they had a 1.75-fold decrease in the Rott sample for the matching treatment. Regions were annotated with respect to their nearest ENSEMBL gene. As a region can be annotated to more than one transcript, regions were allocated to groups in the following order: 5'UTR (light blue), 3'UTR (orange), exon (red), intron (green), promoter (dark blue), upstream (purple), intergenic (grey). A promoter was defined as the area -1kb to 0 bp from the TSS and upstream was defined as -10kb to -1kb from the TSS. Dotted lines show 1.75-fold changes. The fraction of regions with decreased accessibility in the presence of rottlerin are indicated.

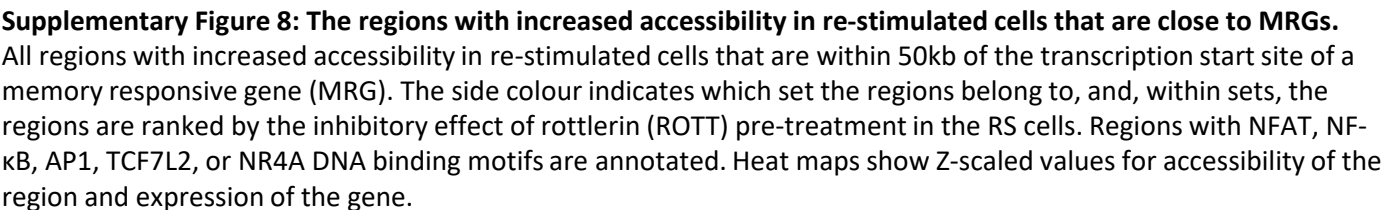

**NS**

ST

**SW****RS**

NS

**ROTT ST**

**ROTT SW**

## ROTT RS

## Total Input

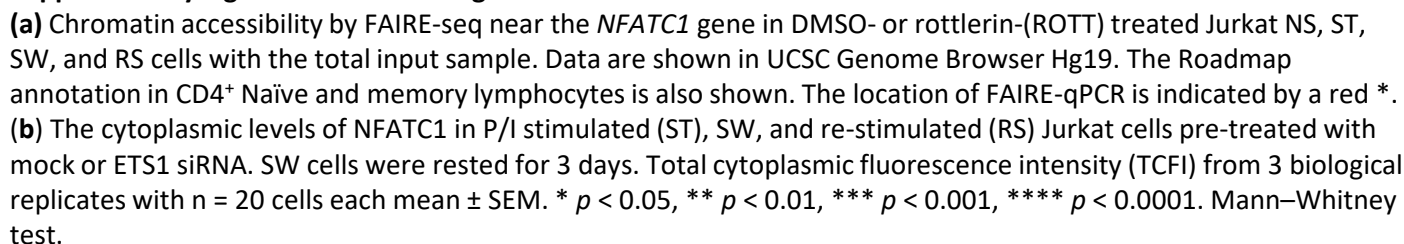

Supplementary Table 1: Motifs enriched in regions with greater accessibility in cells cultured under different conditions (ST, SW and RS) compared to NS, when these regions are ranked by their accessibility in the presence of rottlerin.

ST>NS

| NAME     | Jaspar motif     | SIZE | ES         | NES       | NOM p-val  | FDR q-val  | FWER p-val |
|----------|------------------|------|------------|-----------|------------|------------|------------|
| MA0152.1 | >MA0152.1 NFATC2 | 361  | 0.42231718 | 2.4128845 | 0          | 0          | 0          |
| MA0107.1 | >MA0107.1 RELA   | 196  | 0.3618986  | 1.967459  | 0          | 0.01004726 | 0.021      |
| MA0105.3 | >MA0105.3 NFKB1  | 129  | 0.36520037 | 1.9499753 | 0          | 0.0070204  | 0.022      |
| MA0463.1 | >MA0463.1 Bcl6   | 43   | 0.4117741  | 1.8352141 | 0.00102354 | 0.01530886 | 0.062      |
| MA0520.1 | >MA0520.1 Stat6  | 107  | 0.34989223 | 1.7998922 | 0.002002   | 0.0168237  | 0.083      |
| MA0101.1 | >MA0101.1 REL    | 218  | 0.32739332 | 1.7973495 | 0          | 0.01401975 | 0.083      |
| MA0037.2 | >MA0037.2 GATA3  | 61   | 0.3530035  | 1.6901157 | 0.00303951 | 0.03035266 | 0.2        |
| MA0088.1 | >MA0088.1 znf143 | 65   | 0.34004283 | 1.6417781 | 0.00705645 | 0.04032629 | 0.292      |

SW>NS

| NAME     | Jaspar motif     | SIZE | ES         | NES       | NOM p-val | FDR q-val  | FWER p-val |
|----------|------------------|------|------------|-----------|-----------|------------|------------|
| MA0523.1 | >MA0523.1 TCF7L2 | 98   | 0.38324198 | 2.3038177 | 0         | 0.00274737 | 0.002      |
| MA0037.2 | >MA0037.2 GATA3  | 127  | 0.2846466  | 1.7899082 | 0         | 0.10021869 | 0.203      |
| MA0036.2 | >MA0036.2 GATA2  | 88   | 0.2798465  | 1.6871287 | 0.0040282 | 0.15834786 | 0.417      |

RS>NS

| NAME     | Jaspar motif     | SIZE | ES         | NES       | NOM p-val | FDR q-val  | FWER p-val |
|----------|------------------|------|------------|-----------|-----------|------------|------------|
| MA0152.1 | >MA0152.1 NFATC2 | 737  | 0.40947014 | 2.4211063 | 0         | 0          | 0          |
| MA0107.1 | >MA0107.1 RELA   | 284  | 0.32737404 | 1.8430357 | 0         | 0.01266953 | 0.027      |
| MA0105.3 | >MA0105.3 NFKB1  | 181  | 0.32138032 | 1.7417564 | 0         | 0.02219816 | 0.068      |
| MA0101.1 | >MA0101.1 REL    | 302  | 0.28150713 | 1.5781208 | 0         | 0.09794883 | 0.347      |
| MA0523.1 | >MA0523.1 TCF7L2 | 167  | 0.2841619  | 1.5487168 | 0.002     | 0.10141807 | 0.435      |

Supplementary Table 2: Oligos and Taqman probes used in q-PCR, CHIP-PCR and 3C.

How the deposited data were processed for this re-analysis (not part of the article)

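FAIRE-seq was performed on Jurkat cells in the NS, ST, SW and RS states after pre-treatment with DMSO or rottlerin, with 1 library each and a total input library, 9 samples in all. Peak lists for 4 samples were analysed, and the other 5 samples were not analysed here. According to the paper, the authors trimmed adapters with CutAdapt, mapped reads to Hg19 with Bowtie2, removed duplicates with Picard, and called peaks per sample against the total input with MACS2 and its Broad option. Each deposited list gives peak positions, a score, the fold enrichment as a ratio, and the −log10 of the p and q values. Read depth is unknown from these lists, and read counts per region were not used here.

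The labels name the lists NS and SW after DMSO and NS and SW after rottlerin. The paper called peaks on its DMSO samples only and merged 4 lists, and the merged number obtained here was its number. The lists were therefore read as those of the 4 DMSO samples, with the NS list taken from its label and the other 3 counted together. Results planned by the labels before the data were examined are given only at the end, under the label of each list, and beside no sentence of the paper's text. The results by merged region, which replace them in the text, were chosen after seeing the data, because the reading of the lists changed. Their motif sequences, window and matching are those set before.

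Peaks outside the autosomes, X and Y were left out, except in the count of all merged regions. Peaks of different lists that overlap by at least 1 bp, or touch, were merged with bedtools 2.31.1, and each region was assigned the lists with a peak in it. For the results by label, a peak was shared when it overlapped a peak of the other list by at least 1 bp. Mid-points were allocated to 5′UTR, 3′UTR, exon, intron, promoter (1 kb before a TSS), upstream (1 to 10 kb before a TSS) or intergenic sequence, in this order, with GENCODE release 44 on GRCh37. Motifs were sought as consensus sequences fixed before the data were examined, for 12 families or sequences, in the central 300 bp. CTCF sites, which served as a comparison, were found in 5.98% of the regions without an NS peak against a median of 5.79% in GC-matched NS peaks. Shares have 95% Wilson intervals. Expectations come from 10000 random lists matched on decile of score or of GC content, drawn with replacement. With 1 library per state, no test between states and no p-value is given.

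Genes named are those the paper names at statements on SW cells or on its candidate regions, together with its comparison regions, a rule set before the data were examined. In addition the 5 highest-scoring peaks of the list labelled SW without an NS peak, and of the NS list without a peak in that list, were to be named, and 1 of the latter is not reported here. Regions were counted within 50 kb of the TSS. Primers of Table S2 were matched exactly to the genome on both strands. Of the 22 FAIRE pairs, the *ICOS* pair matched with neither primer.

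The steps were tested on simulated data. All 7720 simulated regions and their lists were recovered, all 1000 planted AP1 sites were found, all 469 positions placed before a TSS and outside genes were called promoter, and 200 of 200 lists with a planted excess lay above every matched random list. The planted excess was larger than most excesses over GC-matched NS peaks given for regions without an NS peak. It was also set against fewer random lists, so the power to find smaller excesses was not tested. Of 400 lists drawn by chance, 3.5% fell among the highest 5% of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used. Alternatives concerned the overlap that counts as shared, the number of peaks taken from each list, a q-value limit, the sex chromosomes, the merging distance, the allocation order, the gene set, the window width and the motif background.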

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

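The single test in this part was chosen after the 5 peaks were seen. The paper does not discuss the 5 highest-scoring peaks of the list labelled SW that have no NS peak. They were picked out because a signal stands there with none called in NS, which serves as the control. They lie on chromosome 21 from 33865660 to 33866084 in an intron, 0.091 kb from the TSS of *EVA1C* (score 245), on chromosome 16 from 66556066 to 66556481 in an intron, 1.55 kb from the TSS of *TK2* (217), on chromosome 6 from 446743 to 447181, 55.2 kb from the TSS of *IRF4* (207), on chromosome 10 from 111981610 to 111981934, 3.98 kb from the TSS of *MXI1* (198), and on chromosome 16 from 29040676 to 29040997, 39.9 kb from the TSS of *LAT* (194). Each of them also has a peak in both other lists, so they are among the 2883 regions present in all lists but NS, whichever list holds which state. The nearest NS peak lies between 1439 and 89913 bp away.

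A technical candidate explanation is the authors' calling threshold, with the NS library having the peaks just below it. Of the 648 peaks of the list labelled SW with a score of 194 or more, 643 have an NS peak, and 0 of these NS peaks lie in the lowest 10% of the NS list by score (up to 21), the lowest having a score of 27. The 5 peaks thus have no neighbours just above the NS threshold, but this does not show how high the NS signal is at the 5 themselves, so the threshold remains open. The depth of the NS library relative to the others was not tested, since the lists do not give it. Differences in stimulation between NS and the other states remain open as a biological explanation and were not tested beyond this, with 1 library per state.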

How the results depend on the processing

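Alternatives to the results by list label were set before the data were examined, except the q-value limit. All alternatives to the results by region were chosen after seeing the data, because the reading of the lists changed. No paired analysis was possible because each state has 1 library. Sequencing depth is unknown, which limits every share of peaks absent from another list. The causes of the changes below were not tested, except where an alternative uses fewer peaks by construction. Of 257 values under alternatives, over 42 results, 99 of the main results and 51 of the others stayed within the interval of the main value, or within 1.5 times it for counts.

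By label, 37.5% of SW peaks had no NS peak, 33.7% of NS peaks no SW peak, 42.4% of NS rottlerin peaks no NS peak, 27.7% of NS peaks no NS rottlerin peak, 27.4% of SW-only peaks no SW rottlerin peak, and 36.9% of NS-only peaks had an SW rottlerin peak. In this order the 6 shares were 46.4%, 43.2%, 51.1%, 38.6%, 39.9% and 30.3% with sharing at 50% reciprocal overlap, 35.5%, 35.5%, 34.8%, 34.7%, 46.7% and 18.7% with the same number of peaks per list, 34.4%, 30.5%, 40.2%, 24.8%, 24.1% and 41.5% with the higher-scoring 50% of each list, and 19.5%, 13.0%, 21.1%, 10.8%, 8.31% and 48.7% with the higher-scoring 50% of the list whose share is given. With peaks within 1 kb counted as shared, the first 4 were 36.4%, 32.9%, 41.4% and 26.9%. On autosomes alone and at a q-value of 0.05 or less, all 6 stayed within the main interval. The shares of the longer lists without an NS peak exceeded those of the NS list by much less, or not at all, with the same number of peaks per list. Lists of equal length give both shares of a pair nearly the same value by construction, so this does not weigh a gain over NS.

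Of SW-only peaks by label, 77.0% lay in introns or intergenic sequence, 75.1% in the higher-scoring 50% and 69.8% with promoters first. ETS sites were in 17.6% of SW-only peaks (20.2% in the higher-scoring 50%, 22.6% in 500 bp) and GATA sites in 29.5% (25.4% and 43.7%). Relative to GC-matched NS peaks, ETS stood at -2.24 points, and at -0.408 in the higher-scoring 50%. GATA stood at -3.24 points and reversed to 3.98 against NS peaks not matched on GC.

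The Spearman correlations of scores over shared peaks were 0.691 for NS with SW, 0.682 for NS with NS rottlerin, 0.662 for NS with SW rottlerin, 0.677 for SW with NS rottlerin, 0.735 for SW with SW rottlerin and 0.712 for NS rottlerin with SW rottlerin. Over all merged regions, with 0 where a list has no peak, they were 0.540, 0.536, 0.414, 0.543, 0.638 and 0.579. In the higher-scoring 50% of each list, those other than NS with SW rottlerin were 0.671, 0.656, 0.652, 0.695 and 0.671.

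By region, the higher-scoring 50% of each list left 19770 merged regions. The share of regions without an NS peak was 41.5% with the same number of peaks per list, 52.1% in the higher-scoring 50% and 52.7% with peaks within 1 kb merged, and the share of NS regions found in the NS list alone was 22.8%, 14.0% and 16.3%. The share of regions without an NS peak that are in all 3 other lists stayed between 13.2% and 13.6% under all 6 alternatives that change the regions.

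The intron and intergenic share of regions without an NS peak was 75.8% with the same number of peaks per list, 71.4% in the higher-scoring 50%, 71.0% with promoters first and 82.8% with protein-coding genes alone. For the NS list alone it was 76.4%, 76.1% and 86.0% under the last 3 of these. The excess over score-matched lists kept its sign under every alternative. For regions without an NS peak it was 3.74 points with the same number of peaks, 4.75 in the higher-scoring 50% and 3.09 with promoters first, and for the NS list alone 7.85 and 4.64 points under the last 2. With score-matched lists drawn only from regions outside the group, it was 3.81 points for regions without an NS peak and 3.23 for the NS list alone.

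The excess of AP1 in regions without an NS peak was 16.6 points with the same number of peaks, 14.7 in the higher-scoring 50%, 14.3 in 500 bp, 14.4 without GC matching and 15.1 against genomic windows. The excess of the bHLH sequence CACCTG in the NS list alone was 12.8 and 17.1 points under the first 2. The number of the 8 families above the background went from 5 to 8 against genomic windows, 6 with the same number of peaks and in the higher-scoring 50%, and 4 without GC matching. Signs reversed for RUNX (12.0 points) and TCF7L2 (6.63) against genomic windows, for TCF7L2 (0.214) in the higher-scoring 50%, and without GC matching for NFκB (-0.0463), ETS (-0.0442), EGR (-0.540) and TCF7L2 (3.39). The CpG-island-like share of regions without an NS peak was 12.3% with the same number of peaks and 18.8% in the higher-scoring 50%. Among single families, 23 other values moved without a change of sign.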

Differences from the paper's values

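The paper gives Spearman correlations of read counts per region, while those here are over the scores of shared peaks, so the 2 are not on one scale. They also follow the labels of the lists. Other values here argue against the labels NS rottlerin and SW, so the paper's values below are those for the labels and may not be those for the cells behind the lists, and the differences are not read as differences in the same cells. For NS with SW the paper's value is 0.80 and the value here, for the list labelled SW, is 0.691. For rottlerin-treated NS cells with NS cells the paper's value is 0.93 and the value here, for the list labelled NS rottlerin, is 0.682. Neither alternative set before the data were examined, the merged regions with 0 where a list has no peak or the upper part of each list, reached the paper's values (0.540 and 0.671 for NS with SW, 0.536 and 0.656 for NS with the list labelled NS rottlerin).

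The paper lists RUNX, ETS and TCF7L2 among the motif families enriched in regions with increased accessibility. Its sets follow a fold rule on read counts and hold far fewer regions than those without an NS peak, so the values below are for an unlike set. Against GC-matched NS peaks, 5 of the 8 families tested were above every random list in regions without an NS peak, while RUNX stood at -10.9 points, TCF7L2 at -0.390 and ETS at 0.303. The value for ETS averages over lists, and regions found in the list labelled NS rottlerin alone stood at 8.95 points, above every random list, against -8.64 and -3.36 points for the lists labelled SW and SW rottlerin. Against genomic windows matched on GC, a background chosen after seeing the values, all 8 were above every random list. Regions in the NS list alone also lay over the medians of this background for ETS, RUNX and TCF7L2. For these families it does not set regions without an NS peak apart from other open regions. With the same number of peaks per list, or the higher-scoring 50% of each list, both also chosen after seeing the values, 6 of the 8 were above every random list and ETS stood at 2.00 and 2.26 points. Without GC matching, 4 of the 8 had an interval above the share in NS peaks. The cause was not tested.

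The paper places the *ID2* and *FASLG* regions in its set with increased accessibility in RS alone, by a fold rule on read counts. Here each has a peak in 2 of the 3 lists other than NS. Of its 3 genes for this set, *IL8* has a peak in 1. The paper places the *TNFSF10* and *DUSP10* regions in its delayed set, without an increase in ST. Of its 3 candidates from this set, *MIR155* has a peak in 2 of the lists here, and these 2 have a peak in all 3. The paper describes the removed regions as lying on chrM or chrUn, which holds here for 16 of the 28, the other 12 being on random contigs of named chromosomes. The paper gives a q-value limit of 0.05, which 207, 163, 217 and 427 peaks of the 4 lists exceed.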

Other observations

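The tests of the labels by merged regions, by score correlation, by set sizes, by the ETS share of the list labelled SW and by primer regions, and the test of score against genomic location, were chosen after the results were seen. Those of the order of the lists by motifs, and of GC content, were written before.

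The labels of 2 of the 4 lists name rottlerin. A candidate explanation is that the lists are those of the 4 DMSO samples and carry labels of other samples. All peaks of the 4 lists merge into 40731 regions, the paper's number for its 4 DMSO samples, 28 of them off the main chromosomes, again the paper's number. With any 1 list left out the number lies between 33402 and 39006. If the list labelled NS rottlerin held NS cells treated with rottlerin, its scores should go with those of the NS list more closely than any other pair's do, as in the paper's Fig. S7C. Their correlation over shared peaks, 0.682, ranks 4 of 6 pairs. At *TNFSF10*, where Fig. S3 draws a flat track for rottlerin-treated NS cells, this list has peaks with scores of 158 and 161, against a median score of 57 in the list. These values argue against the rottlerin labels.

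If so, the lists labelled SW, NS rottlerin and SW rottlerin could hold ST, SW and RS peaks in this order. After Fig. 4A, regions found in the first alone should then hold AP1 sites most often, those in the second ETS and GATA, and those in the third NFAT. Among regions found in 1 of the 3 lists alone, AP1 sites were in 27.9%, 9.48% and 17.1%, ETS sites in 10.1%, 28.7% and 16.3%, GATA sites in 28.6%, 40.5% and 40.0%, and NFAT sites in 32.0%, 24.1% and 40.6%, in the order of the labels given above. All 4 statements held by share, but for GATA the lists labelled NS rottlerin and SW rottlerin lie within each other's intervals, and over GC-matched NS peaks the latter is ahead (6.00 against 5.16 points). The paper also describes the states in which 17 of the primer regions are accessible. This order went against 4 of 42 such entries (*TNFSF10*, *DUSP10* and *FASLG* in ST, *ID2* in SW), the fewest of the 6 possible orders, and the next went against 9. The numbers of regions in the paper's sets a to g favour another order. This one gave a rank correlation of 0.464 with them, the third highest, and the highest, 0.786, took the list labelled SW as SW, the list labelled NS rottlerin as ST and the list labelled SW rottlerin as RS. These are 7 numbers that follow a fold rule on read counts, and they do not decide between the orders. If the list labelled SW held SW peaks, regions found in it alone should hold ETS sites most often, and they do so least often, at 10.1% (8.74–11.6) against 28.7% (27.2–30.2) in the list labelled NS rottlerin. It has a peak at 8 of the 9 candidate regions chosen for accessibility in SW, lacking the one at *MIR155*. The values argue against its label and go with the order named at the start, which rests on the paper's own descriptions and on 1 list per state and remains a hypothesis.

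Taken by their labels, the lists give these values. Of 20132 peaks labelled SW, 7557 (37.5%, 95% interval 36.9–38.2) had no NS peak. Of 18977 NS peaks, 6404 (33.7%, 33.1–34.4) had no peak in the list labelled SW, and 5249 (27.7%, 27.0–28.3) none in the list labelled NS rottlerin. Of 23835 peaks labelled NS rottlerin, 10115 (42.4%, 41.8–43.1) had no NS peak. Of the 7557 SW-only peaks, 2073 (27.4%, 26.4–28.4) had no peak in the list labelled SW rottlerin, against 6.86% of the peaks shared by the NS and SW lists and a median of 14.3% in score-matched random lists of these. Of the 6404 NS-only peaks, 2362 (36.9%, 35.7–38.1) had a peak in the list labelled SW rottlerin. Introns and intergenic sequence held 77.0% of SW-only peaks and 53.2% of the shared ones, with a median of 69.7% in score-matched lists of all peaks of the list labelled SW. ETS and GATA sites were in 17.6% and 29.5% of SW-only peaks, and every GC-matched random list of NS peaks had at least these shares.

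The intron and intergenic share of regions without an NS peak was weighed against the authors' calling threshold, since weaker regions lie in introns and intergenic sequence more often. Score-matched lists of all regions had a median of 75.1% and a highest value of 76.2%, and the observed share was 77.5%. These lists include the tested group, which draws their median toward its share. With lists drawn only from the 18920 regions with an NS peak, the median was 73.7% and the highest value 74.9%, and the observed share lay 3.81 points over the median. The decile of a region's highest score thus does not account for the share. The matching takes the highest score in any list and leaves weaker signal in the other lists unmatched, so it cannot exclude the calling threshold. Stimulation also remains open as an explanation of the share and was not tested.

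GC content was weighed as the cause of the motif shares. In regions without an NS peak, AP1 exceeded GC-matched NS peaks by 13.5 points, above all 10000 random lists, as were GATA and NFAT, while ETS (0.303 points) and RUNX (-10.9 points) were not. In regions of the NS list alone, CACCTG exceeded its matched median by 15.1 points. GC content of the regions thus leaves these excesses unexplained. Depth of the libraries was not tested.

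Among the highest-scoring NS peaks without a peak in the list labelled SW are those nearest to the coding genes *TECR* (score 198), *PROX1* (171), *TFAP2C* (171) and *PRSS58* (160). Of these, the peak near *TFAP2C*, on chromosome 20 from 55251104 to 55251376, has a peak in no other list. Of the immune genes the paper names for SW, *CXCR5* has 7 regions without an NS peak within 50 kb of its TSS, *DOCK2* 3, and *PLCG2*, *CSF1* and *BCL3* 2 each. Those at *PLCG2* are in 1 list each, with scores of 12 and 14, and 3 further regions there have an NS peak, 2 of them in the NS list alone. At the *TNF* and *IL2* promoter primers the region has a peak in 1 of the 3 other lists, and at the *GAPDH* primers in all 4 lists. No region overlaps the stretch at the *PPIA* primers, which was placed by 1 primer. The nearest region lies 248 bp from it and 0.131 kb from the TSS, and has a peak in all 4 lists.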
